# COUP-TFII-mediated reprogramming of the vascular endothelium counteracts tumor immune evasion

**DOI:** 10.1038/s41467-025-62399-1

**Published:** 2025-08-12

**Authors:** Yu Zhu, Kevin F. Brulois, Thanh T. Dinh, Junliang Pan, Eugene C. Butcher

**Keywords:** Tumour immunology, Immune evasion

## Abstract

T cell scarcity in tumor tissues poses a critical challenge to cancer immunotherapy. Here we manipulate the tumor vasculature, an essential regulator of immune cell trafficking, to reinvigorate anti-tumor T cell responses in “cold” tumors. We show that ectopic pan-endothelial expression of COUP-TFII, a master transcription factor for venous development, induces molecular programs of post-capillary venules in tumor endothelium. Venular reprogramming selectively promotes T cell recruitment into tumors, inhibits tumor growth in mouse models of breast and pancreatic cancers, and sensitizes tumors to immune checkpoint blockade and adoptive T cell transfer therapies. Mechanistic studies show that enhanced recruitment of anti-tumor T cells and tumor inhibition are mediated by COUP-TFII-induced vascular adhesion receptors. Our study supports a pivotal role of vascular endothelial cells in governing tumor immune evasion, and proposes venular reprogramming as a therapeutic strategy to bolster anti-tumor immunity and immunotherapy.

## Abstract (web summary)

The transcription factor COUP-TFII plays a critical role in regulating endothelial cell (EC) identity. Here the authors report that the ectopic expression of COUP-TFII in endothelial cells induces molecular programs of post-capillary venules in tumor EC, associated with enhanced recruitment of anti-tumour T cells, inhibition of tumour growth, and sensitized responses to immune checkpoint blockade and adoptive T cell transfer therapies.

## Introduction

The success of immunotherapies in subsets of cancer has demonstrated the promising capacity of T cells in restraining cancer growth^1,2^. However, immunotherapies are still ineffective in most cancers, especially in patients with immunologically cold tumors, such as breast cancer and pancreatic ductal adenocarcinoma (PDAC)^3,4^. A critical challenge is posed by the inability of antitumor T cells to infiltrate into the tumor tissues even after therapeutic intervention, rendering tumor cells evasive to the immune system^5,6^.

Lymphocyte recruitment is tightly regulated in a multistep process that is initiated at post-capillary venules, where the blood vascular endothelial cells (BECs) express adhesion receptors and chemoattractants necessary for the arrest and diapedesis of circulating immune cells^7,8^. In contrast to venular endothelium in other inflammatory conditions, tumor endothelium often lacks proper leukocyte-recruitment functions^9–11^, which can promote tumor immune evasion.

Because of its interface with the circulation and its critical roles in tumor growth, the tumor vasculature has long been targeted for tumor therapy. Initial efforts concentrated on impeding the supply of oxygen and nutrients to tumors by targeting pathways essential for endothelial survival and angiogenesis, such as vascular endothelial growth factors (VEGF), angiopoietins, and Tie2^12–15^. However, the clinical efficacy of such strategies has been limited. An alternative approach aims to ‘normalize’ tumor blood vessels by employing low doses of antiangiogenic agents to enhance vessel integrity and perfusion, thereby improving the delivery of chemo- or radiotherapy. While successful in certain tumors^16,17^, this strategy has shown limited efficacy in other cancer types, such as breast cancer and PDAC.

The classical antiangiogenic therapies that target supply vessels also deplete post-capillary venules, thereby further deterring the recruitment of tumor-restraining lymphocytes and exacerbating the disease for patients with cold tumors. This concept led us to seek alternative approaches to selectively enhance venular functions for lymphocyte recruitment. To this end, we investigated a strategy to reprogram capillary ECs into venular ECs by ectopically expressing COUP-TFII, a member of the orphan nuclear receptor superfamily. During embryonic development, COUP-TFII is required for and drives venous specification^18^. COUP-TFII expression is retained in adult veins where it is thought to maintain the venous phenotype by suppressing arterial differentiation and promoting venous gene expression^19^. For example, COUP-TFII activates the transcription of ephrin B4 (*Ephb4*) and E-selectin (*Sele*) that mark the identity and functions of veins or venules^18,20,21^. COUP-TFII can also seed transcription factor complexes that control tissue-specific venous expression of vascular addressins MAdCAM1 and St6gal1^22^.

Here, we show that ectopic expression of COUP-TFII in endothelial cells enhances the molecular programs and functions of post-capillary venules in tumor EC. COUP-TFII-driven capillary-to-venule reprogramming induces tumor EC expression of lymphocyte adhesion receptors, and promotes T cell recruitment to restrain cancer growth in mouse breast tumor and PDAC. Furthermore, in these treatment-resistant models, EC reprogramming significantly enhances the efficacy of immune checkpoint blockade and adoptive T cell transfer therapies. These data show that reprogramming the endothelium for venular functions not only activates the recruitment of antitumor T cells but also sensitizes cold tumors to immunotherapies.

## Results

### Tumor expansion downregulates T cell infiltration and suppresses venular endothelial specialization

In two mouse models of cold tumors, we characterized the endothelial cell composition and the BEC expression of venular phenotypes associated with leukocyte recruitment. We first used a genetically engineered mouse model (GEMM) that develops spontaneous mammary tumors driven by the mouse mammary tumor virus-polyoma middle T antigen (MMTV-PyMT)^23^. We dissociated tumor tissues from 4-month-old MMTV-PyMT mice and performed flow cytometry to analyze the abundance of BECs in tumors smaller than 0.2 g of wet weight, and compared with tumors larger than 0.5 g of weight. The frequency of BECs was not affected by tumor size: in both small and large tumors, BECs accounted for ~2% of cells dissociated from the tumor (Fig. 1A, B). However, the percent of BECs expressing the leukocyte adhesion molecule P-selectin^24–27^ decreased significantly in larger tumors (Fig. 1C, D). The mean expression of venule markers ICAM1^28,29^ and CD157^30^ in BECs also significantly decreased (Fig. 1E, F), suggesting an overall reduction in features associated with post-capillary venules. Similarly, in an orthotopic PDAC mouse model established using a syngeneic PDAC cell line from p48-Cre, Kras^G12D^, p53^m/m^ mice (termed KPC hereafter)^31^, we also observed decreased frequencies of P-selectin+ BECs and reduced expression of leukocyte adhesion molecules as tumors expanded in size (Supplementary Fig. 1A).

**Fig. 1:**
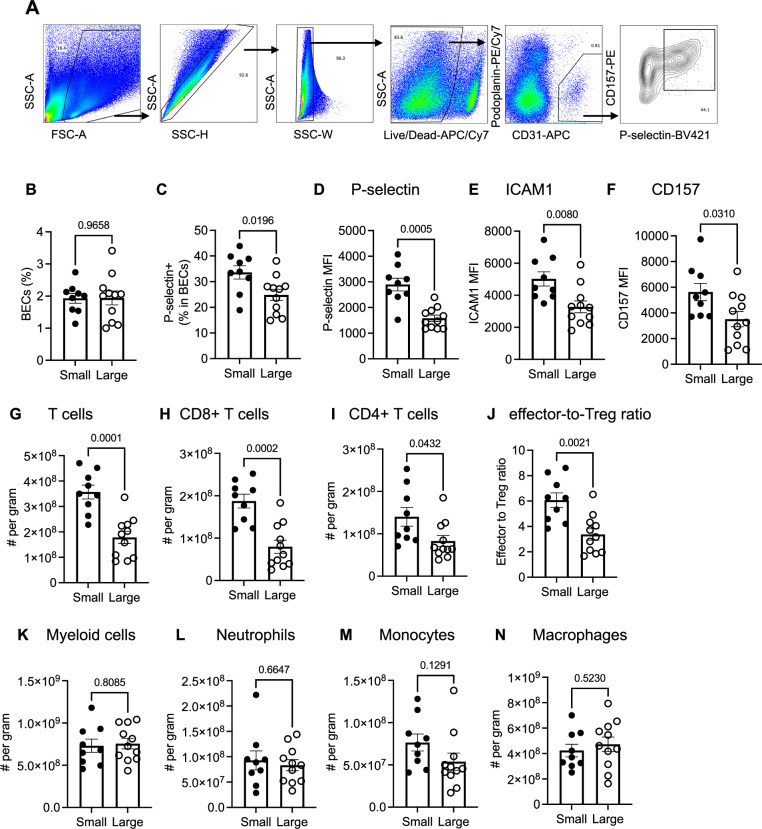
Tumor expansion downregulates T cell infiltration and venular endothelial specialization. **A** Representative flow cytometry gating strategy for vascular blood endothelial cells (BEC) in MMTV-PyMT tumors. **B**, **C** Flow cytometric quantification of tumor-associated BEC abundance. **D**–**F** Quantification of mean fluorescence intensity (MFI) of indicated markers in tumor BECs. **G**–**N** Flow cytometric quantification of the frequencies of indicated leukocytes in autochthonous MMTV-PyMT-B6 tumors from 4-month-old mice. **B**–**N** small: *n *= 9 biological replicates; large: *n* = 11 biological replicates). Representative of two independent experiments. Groups were compared by an unpaired two-tailed Student’s *t*-test. Error bars indicate s.e.m.

The decreased expression of venular BEC molecules in larger tumors correlated with significantly decreased frequencies of tumor-infiltrating T cells, including both CD8+ and CD4 + T cell subsets, and a decreased effector-to-Treg ratio (Fig. 1G–J and Supplementary Fig. 2A). On the other hand, expansion in tumor size did not correlate with changes in the frequencies of tumor-associated macrophages (TAMs) or neutrophils (granulocytic myeloid derived suppressor cells, or G-MDSCs), the two most abundant immune populations infiltrating the tumor tissue (Fig. 1K–N and Supplementary Fig. 2B). Thus, the loss of vascular selectin-expressing venules during tumor expansion selectively correlates with decreased T cell infiltration into the tumor tissue.

Given the importance of venules in the regulation of leukocyte recruitment, we hypothesized that strategies to expand venular ECs could reverse the decrease in T cell infiltration, and could be beneficial for treating immunologically cold tumors that are scarce in T cells.

### Ectopic expression of COUP-TFII in ECs drives capillary-to-venule reprogramming

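Blood endothelial cells (BECs) sorted from orthotopic PyMT and KPC tumors were profiled by droplet-based single-cell RNA sequencing (scRNAseq), in which each captured transcript carries a unique molecular identifier (UMI) and is counted once. The PyMT line is a mammary cancer line derived from tumors of MMTV-PyMT mice, and the KPC line is the pancreatic cancer line described above. Female C57BL6 mice aged 6 weeks received 100000 tumor cells of either line, and their tumors were digested 10 days later. The methods name 10x Chromium v3 sequencing where they describe the sort and a v2 kit where they describe the libraries. Each tumor model had 1 library, and the paper's text does not state how many mice went into it. Cells of 1 library are not replicates, so no test was run and no p-value is given for these data; the intervals cover counting error only. The authors aligned the reads to mm10 with Cell Ranger and deposited UMI counts per gene and cell barcode, without normalization and with contaminating cells still in them. The PyMT library held 55547926 UMIs in 12464 barcodes, with a median of 3805 UMIs per barcode (highest 27386). The KPC library held 44441942 UMIs in 10236 barcodes, with a median of 2958 UMIs per barcode (highest 40979). Barcodes with at least 500 detected genes and under 10% mitochondrial UMIs were kept, which left 11744 in PyMT and 9591 in KPC. The doublet caller Scrublet marked 0 cells in each library, so it did not work on these data and no doublets were removed. Each library was clustered on its own (Leiden, resolution 1.0), without Nr2f2 and without the 12 genes of Supplementary Fig. 1E, F. After contaminating clusters were left out, 9855 BECs with a median of 4001 UMIs remained in PyMT and 6909 BECs with a median of 2828 UMIs remained in KPC. The lymph node profiles that the study matched its cells to were not used here, so clusters were named from lists of marker genes, and differences from the study's subsets may come from the rebuilt names. The thresholds for naming a cluster were set after the clusters had been seen.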

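Venule-like BECs, defined by markers such as Ackr1, Il6st and Lrg1, made up 5.54% of BECs in PyMT (546 cells, 95% Clopper-Pearson interval 5.10 to 6.01) and 13.6% in KPC (943 cells, 12.8 to 14.5). Clusters that met no class by these markers held 41.8% of BECs in PyMT (4119 cells) and 11.3% in KPC (781 cells). The venule-like shares depend on the clustering by more than their intervals. With another seed of the clustering they were 9.66% in PyMT and 8.68% in KPC, so no difference between the models is read. Nr2f2 (ENSMUSG00000030551), which encodes COUP-TFII, lies on chromosome 7 of GRCm38 (mm10) from 70351944 to 70366735 on the reverse strand. UMIs of the gene were summed over the cells of a class and scaled by all UMIs of that class, as CPM. In PyMT, Nr2f2 stood at 135 CPM in venule-like BECs (233 UMIs, exact 95% Poisson interval 118 to 153). Clusters of angiogenic capillary cells were counted as capillary-like, as fixed before the data were examined. Nr2f2 stood at 25.9 CPM in capillary-like BECs (273 UMIs, 22.9 to 29.2) and at 27.4 CPM in artery-like BECs (118 UMIs, 22.7 to 32.8). The log2 ratio of venule-like over capillary-like BECs was 2.38 (exact 95% interval 2.12 to 2.63), and that over artery-like BECs was 2.30 (1.97 to 2.63). In KPC, Nr2f2 stood at 153 CPM in venule-like BECs (502 UMIs, 139 to 166), 33.4 CPM in capillary-like BECs (366 UMIs, 30.1 to 37.0) and 9.89 CPM in artery-like BECs (11 UMIs, 4.94 to 17.7). The log2 ratios were 2.19 (1.99 to 2.39) over capillary-like and 3.95 (3.10 to 4.96) over artery-like BECs. The KPC artery-like level is read as no more than background, so 3.95 is a ratio over background and its size is uncertain. Within each library the venule-like interval lay above the intervals of the other BEC classes. The clusters without a name stood at 35.6 CPM in PyMT (32.9 to 38.5) and 56.2 CPM in KPC (48.5 to 64.9), between capillary-like and venule-like BECs. In PyMT these were 4 clusters at 19.9, 35.5, 41.1 and 50.1 CPM, and the capillary-like clusters ranged from 15.0 to 62.3 CPM. The highest of these is the only PyMT cluster with capillary rather than angiogenic capillary markers (611 of the 2417 capillary-like cells). With angiogenic clusters left out of the comparator, an alternative added after the results were seen, the log2 ratio was 1.11 in PyMT (0.76 to 1.47) and 2.35 in KPC (2.08 to 2.62). The choice that moved a ratio most was to assign each cell to the class with the highest marker expression, which gave 1.41 over artery-like BECs in KPC. A stricter filter on cells (at least 1000 genes and under 5% mitochondrial UMIs) left 47 artery-like BECs in PyMT, with a log2 ratio over them of 0.18 and an interval from -0.63 to 1.12 that includes 0.

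**Figure D1:**
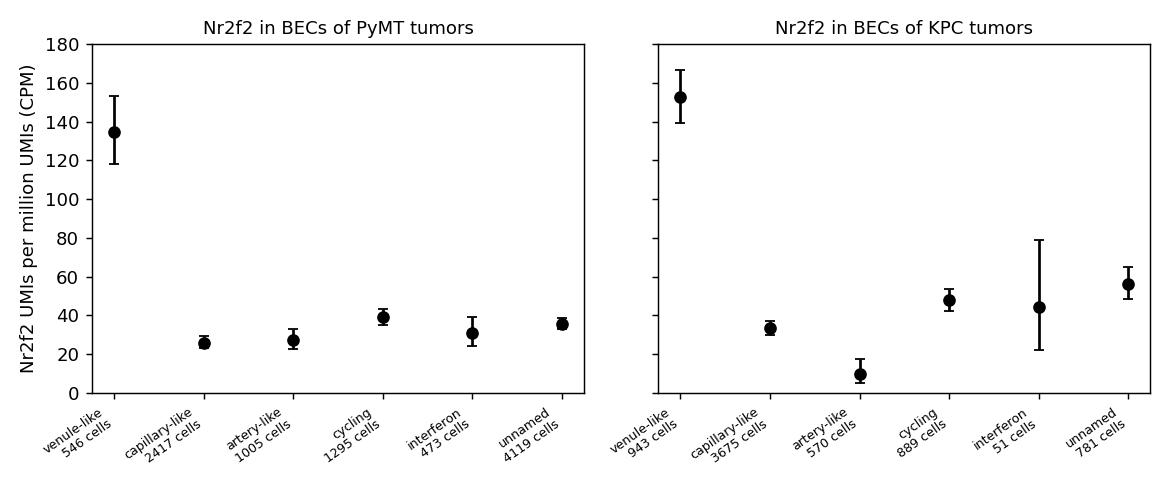
Nr2f2 CPM (vertical axis, from 0) in each class of BECs (horizontal axis, with its number of cells) in the PyMT and the KPC library, as sums over cells (points) with exact 95% Poisson intervals (bars), which cover counting error only. Venule-like BECs stand at 135 CPM in PyMT and 153 CPM in KPC, above every other class of their library.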

The transcription factor COUPT-TFII (encoded by the *Nr2f2* gene) is a master regulator of venous differentiation during embryonic development^18^. scRNAseq of tumor BECs confirmed selective expression of *Nr2f2* by venular BECs in both PyMT and KPC tumors (Supplementary Fig. 1B–D, G–I). *Nr2f2* also correlates with expression of venule-defining molecules, including genes encoding leukocyte adhesion receptors vascular cell adhesion molecule-1 (VCAM1), ICAM1, P-selectin, E-selectin, ephrin type-B receptor 4, and CD157 (Supplementary Fig. 1E). On the other hand, *Nr2f2* expression inversely correlates with the expression of genes that mark capillaries or arteries, such as *Notch4*, *Hey1*, *Nrp1*, *Efnb2*, *Icam2*, and *Ly6c1* (Supplementary Fig. 1F). Therefore, we hypothesized that ectopic expression of COUP-TFII in capillary tumor endothelial cells (TECs) could promote venous differentiation to enhance immune cell recruitment into the tumor tissue.

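Across the 9855 BECs of PyMT tumors, Pearson's r with Nr2f2 was computed on scran-normalized log counts after MAGIC imputation, which replaces each cell's values by an average over cells with similar expression. The study's parameters were used (t = 2, k = 9, ka = 3), on 30 principal components of 2000 variable genes, a choice that the paper's text does not name. Each r is a description over the cells of 1 library and has no p-value. All 6 genes had r above 0. The highest r was that of Selp (P-selectin) with 0.712, followed by Icam1 with 0.680, Bst1 (CD157) with 0.613, Sele (E-selectin) with 0.572 and Vcam1 with 0.471. Ephb4 had the lowest, 0.203. For scale, imputed r with Nr2f2 lay between -0.307 and 0.263 for the middle 90% of the genes detected in at least 5% of BECs. Imputation set the size of these values more than any other choice: on the same cells without it, r ranged from 0.0339 for Ephb4 to 0.153 for Selp. Over sums of 197 disjoint groups of about 50 neighboring BECs, formed without these genes, r ranged from 0.225 for Ephb4 to 0.636 for Selp. By class, the log2 ratio of venule-like over capillary-like BECs was 5.91 for Sele (95% interval 4.97 to 7.02), 4.36 for Selp (4.14 to 4.58), 3.27 for Bst1 (2.90 to 3.64), 3.15 for Vcam1 (2.84 to 3.47) and 2.75 for Icam1 (2.49 to 3.00). For Ephb4 it was 0.40, with an interval from -0.013 to 0.79 that includes 0. With angiogenic capillary clusters left out of the comparator, the ratios were 3.64 for Sele, 1.97 for Selp, 3.17 for Bst1, 1.84 for Vcam1 and 0.88 for Icam1, and that of Ephb4 was -0.47 (-0.97 to 0.027). When Nr2f2 was shuffled between cells before imputation, the largest r of any of the genes was 0.179 in size over 100 shuffles, close to the value of Ephb4. Bst1, Ephb4, Icam1, Selp and Vcam1 each overlap a counted gene on the opposite strand, which leaves their counts uncertain unless strand was used in the counting. Among these, Selp lies on chromosome 1 from 164115264 to 164150026 (ENSMUSG00000026580).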

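In the same imputed BECs of PyMT tumors, 5 of these 6 genes had r below 0. The lowest r was that of Icam2 with -0.608, followed by Hey1 with -0.432, Notch4 with -0.428, Efnb2 with -0.352 and Nrp1 with -0.305. Ly6c1 had an r of 0.0059, within the range given by shuffled Nr2f2. Its sign changed with the processing: r was -0.0080 with t = 4 and -0.018 with cycling clusters left out. It was 0.202 over the groups of about 50 BECs and 0.126 under the stricter filter on cells. Leaving out cycling clusters kept an unnamed cluster of 821 cells led by Cenpa, Ccnb2 and Cdkn3. Its log2 fold for the cycling markers was 0.35, below the threshold for that name. Without imputation, r of the 6 genes ranged from -0.081 for Icam2 to 0.0047 for Ly6c1. In venule-like relative to capillary-like BECs, the log2 ratio was -3.66 for Hey1 (95% interval -4.50 to -2.93), -2.24 for Efnb2 (-2.90 to -1.64), -1.61 for Notch4 (-2.10 to -1.16) and -1.04 for Icam2 (-1.19 to -0.90). These 4 ratios stayed below 0 under every other way of filtering, clustering or assigning cells that gave a value. The ratios of Nrp1, -0.60 (-0.78 to -0.41), and of Ly6c1, -0.25 (-0.34 to -0.15), did not: with another seed of the clustering they were 0.13 and 0.54. Against artery-like BECs, Ly6c1 was at a log2 ratio of -1.38 (-1.48 to -1.29) in venule-like BECs, and Hey1 at -4.42 (-5.26 to -3.69). Hey1 lies on chromosome 3 from 8663359 to 8667256 (ENSMUSG00000040289), and Ly6c1 on chromosome 15 from 75044018 to 75048830 (ENSMUSG00000079018). From the expression of Nr2f2 by venular BECs and from its positive and inverse relations with these genes, the paper hypothesizes that ectopic COUP-TFII in capillary cells could promote venous differentiation.

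**Figure D2:**
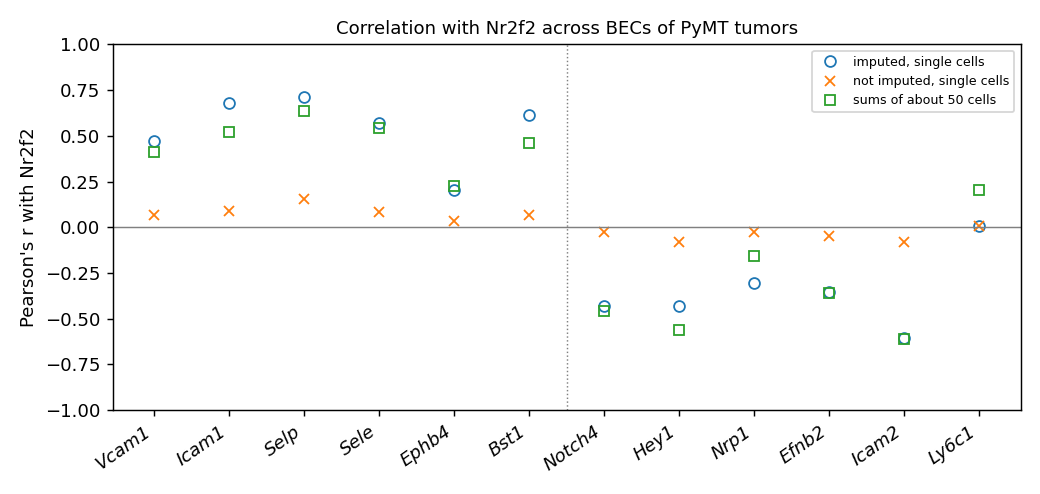
Pearson's r with Nr2f2 (vertical axis, no unit) across BECs of PyMT tumors for the 6 genes of Supplementary Fig. 1E and, right of the dotted line, the 6 genes of Supplementary Fig. 1F (horizontal axis). Circles are imputed single cells, crosses single cells without imputation, and squares sums of about 50 cells; the crosses lie nearest to 0 for all 12 genes, and for Ly6c1 the circle lies near 0 too.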

To ectopically express COUP-TFII in tumor capillary BECs, we established a mouse model that drives inducible expression of COUP-TFII specifically in ECs, by crossing the VECadherin-Cre^ERT2^ strain^32^ with the Rosa26^LoxP-Stop-LoxP(LSL)-COUP-TFII^ mice^33^ (termed iCoup mice hereafter). In these mice, we established orthotopic mammary tumors with a syngeneic cancer cell line derived from autochthonous tumors of MMTV-PyMT mice (both on the C57BL/6 background). Approximately 7 days after tumor implantation, when tumors became palpable, we treated mice with tamoxifen to induce ectopic COUP-TFII expression in capillary BECs. Two weeks later, we dissociated the tumors and performed flow cytometry to quantify the expression of capillary and venular markers in BECs. By flow cytometry, iCoup led to a sixfold increase in the mean fluorescence intensity of intracellular COUP-TFII in the blood endothelial cells (Fig. 2A, B), but not in other cells. Immunofluorescence imaging also confirmed widespread induction of COUP-TFII expression selectively in the tumor endothelium but not in other cell types (Fig. 2C). While COUP-TFII-expressing venules were occasionally observed in control tumors, iCoup led to extensive COUP-TFII expression in tumor endothelium, in both intratumor and peritumor regions (Supplementary Fig. 3A). Upon ectopic COUP-TFII expression, a larger fraction of BECs adopted the phenotype of P-selectin+ venules (Fig. 2D, E). We also saw increased expression of venular markers ICAM1, MAdCAM1 (mucosal vascular addressin cell adhesion molecule-1), CD157, and VCAM1 (Fig. 2F–I, M, N). On the other hand, iCoup significantly downregulated BEC expression of capillary markers, such as podocalyxin (Podxl) and Ly6C (Fig. 2J, K). The expression of EC identity marker CD31 remained unaffected (Fig. 2L, M). We observed similar shifts in capillary and venular marker expression patterns in orthotopic and subcutaneous KPC tumors (Supplementary Fig. 4A). These data suggest that ectopic expression of COUP-TFII in ECs led to a loss of the capillary signature coupled with upregulated expression of venular identity markers and leukocyte adhesion molecules. The de novo programmed venular ECs, marked by MAdCAM1 that is not expressed in control mice but induced by iCoup, can be observed in the tumor nests, peritumoral regions, and the stromal area distant from malignant cell-enriched regions (Supplementary Fig. 3B). In the adjacent normal pancreas, we observed endothelial cells with prominent features of arterial blood vessels despite ectopic expression of COUP-TFII (Supplementary Fig. 3C), suggesting that ectopic COUP-TFII expression in adult mice may not be sufficient to reprogram the established arterial ECs into venules or veins.

**Fig. 2:**
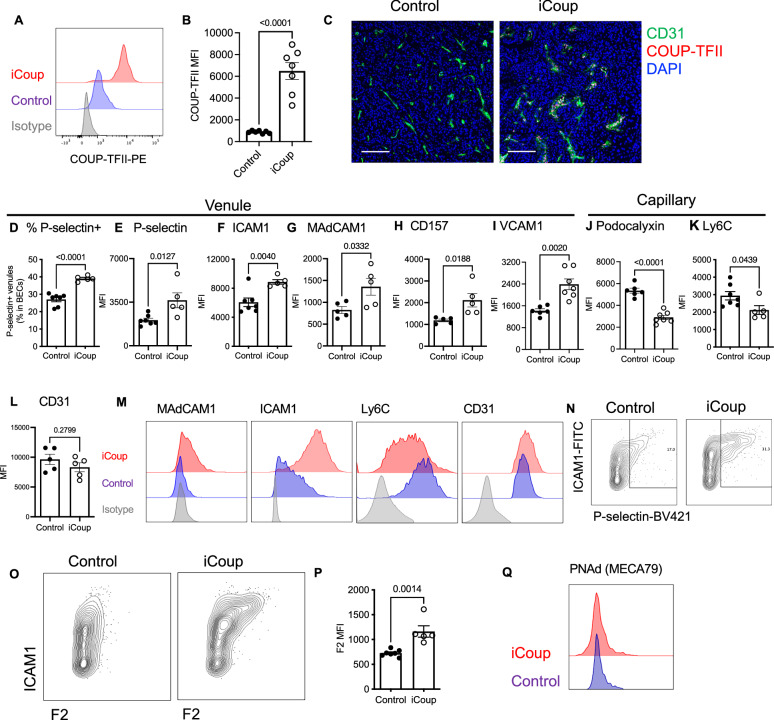
Ectopic expression of COUP-TFII in endothelial cells drives capillary-to-venule reprogramming. **A**, **B** Representative histogram and MFI quantification of COUP-TFII in BECs from orthotopic PyMT tumors established in iCoup and control mice. Pre-gated on BECs. Representative of three independent experiments. (*n* = 7 biological replicates/group). **C** Representative immunofluorescence imaging of COUP-TFII and CD31 in orthotopic PyMT tumors established in iCoup and control mice. Scale bar represents 50 μm. **D** Flow cytometry quantification of frequency of P-selectin+ venular BECs. **E**–**L** MFI of indicated markers in BECs from orthotopic PyMT tumors established in iCoup and control mice (**D**–**F**, **I**–**K** control: *n* = 7 biological replicates, iCoup: *n* = 5 biological replicates; **G**, **H**, **L***n* = 5 biological replicates/group). **M**–**O** Representative histograms and contour plots of indicated molecules in BECs from orthotopic PyMT tumors of iCoup and control mice. Pre-gated on BECs. **P** MFI of F2 antibody staining in BECs from orthotopic PyMT tumors established in iCoup and control mice (Control: *n* = 7 biological replicates, iCoup: *n* = 5 biological replicates). **Q** Representative histograms of PNAd in BECs from orthotopic PyMT tumors of iCoup and control mice. Pre-gated on BECs. Data in (**D**–**N**) are representative of more than five independent experiments. Data in (**O**–**Q**) are representative of three independent experiments. Groups were compared by unpaired two-tailed Student’s *t*-test. Error bars indicate s.e.m.

Notably, iCoup significantly enhanced the staining of BECs by the F2 antibody^34^ (Fig. 2O, P), which recognizes Sialyl Lewis X decorated with α2-3-sialylation and α1-3-fucosylation. The F2 epitope is a glycotope precursor of peripheral node addressin (PNAd). However, iCoup did not induce the expression of mature PNAd in the BECs of PyMT and KPC tumors, as indicated by a lack of MECA79 antibody staining (Fig. 2Q and Supplementary Fig. 4A). These data suggest that Coup-TFII induction was not sufficient to confer a PNAd+ high endothelial venule (HEV) identity, but was sufficient to enhance endothelial programs associated with post-capillary venules at the expense of capillary ECs.

We also assessed the impact of ectopic COUP-TFII on BECs in other tissues 2 weeks after tamoxifen induction. In the lung, ectopic COUP-TFII led to decreased fluorescence intensity of P-selectin on BECs, while the expression of ICAM1, MAdCAM1, and Ly6C remained unaltered (Supplementary Fig. 4B). In the liver, iCOUP upregulated the expression of ICAM1 but not MAdCAM1 or P-selectin (Supplementary Fig. 4C). BECs in the kidney did not change their cell surface expression of these venular markers, but Ly6C was slightly downregulated (Supplementary Fig. 4D). These data, along with our previous studies of blood endothelium in lymphoid organs, suggest that the impact of ectopic COUP-TFII expression on endothelial phenotypes is dependent on the tissue context. As the tumor EC are activated and angiogenic, they may be particularly susceptible to reprogramming.

To determine whether this capillary-to-venule reprogramming in tumors occurred in a cell-autonomous manner, we induced ectopic COUP-TFII expression in a subset of ECs to compare the phenotypes of iCoup cells with uninduced control BECs. Towards that end, we generated heterozygous Rosa26^LSL-iCOUP^ x Rosa26^LSL-tdTomato^ inducible reporter mice driven by Cdh5-Cre^ERT2^, implanted PyMT or KPC tumors orthotopically, and then treated tumor-bearing mice with limiting doses of tamoxifen (Fig. 3A). Because LSL-tdTomato and LSL-iCoup are both in the Rosa26 locus and LoxP cleavage is primarily limited by Cre^ERT2^ induction levels, we anticipated that tdTomato and iCOUP would be co-induced. Our dosing strategy (7.5 mg per kilogram of body weight) labeled on average 50% of the BECs with tdTomato (Fig. 3B), allowing us to compare BECs enriched for ectopic COUP-TFII (tdTomato+) with control BECs (tdTomato-) internally in the same mouse. Pairwise comparisons by flow cytometry showed that venular markers (ICAM1, CD157, P-selectin) were significantly higher in tdTomato(+) BECs than in the tdTomato(−) counterpart, while capillary marker Ly6C was lower in tdTomato(+) cells (Fig. 3C). As a control, the expression of the pan-endothelial cell identity marker CD31 was similar in tdTomato(+) and (−) BECs (Fig. 3C).

**Fig. 3:**
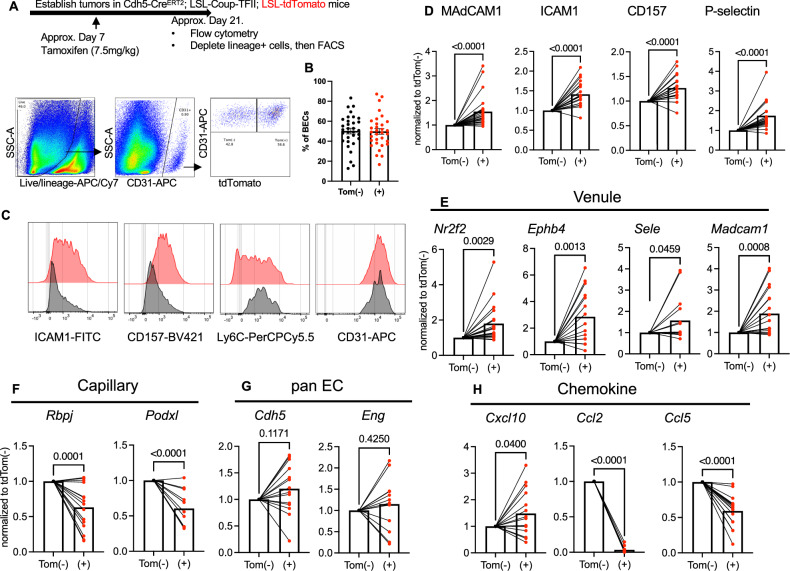
Ectopic expression of COUP-TFII reprograms ECs in a cell-autonomous manner. **A** Schematics of mosaic COUP-TFII induction in tumor BECs and gating strategy. Lineage+ (Ter119+/EpCAM+/CD45+/Podoplanin+) cells were depleted from digested tumors before proceeding to fluorescence-activated cell sorting (FACS). **B** Quantification of tdTomato (Tom+) labeling efficiency in (**A**). (*n* = 32/group). **C**, **D** Representative histograms (**C**) and MFI quantification (**D**) of indicated marker expression in tdTomato(−) and (+) BECs from orthotopic tumors; MFI values of tdTom(+) BECs were normalized internally to those of the tdTom(−) counterpart within the same mouse, and pairwise comparison was performed (*n *= 25 biological replicates/group for MAdCAM1 and CD157, *n* = 23 biological replicates/group for ICAM1, *n *= 13 biological replicates/group for P-selectin). Representative of three independent repeats. **E**–**H** QPCR analyses of indicated molecules of tdTomato(−) and (+) BECs sorted from orthotopic tumors; gene expression values from each mouse were normalized internally to that of the tdTomato(−) BECs and pairwise comparison was performed (*n* = 19 biological replicates/group for *Nr2f2* and *Madcam1*; *n* = 16 biological replicates/group for *Ephb4*, *Sele* and *Ccl5*; *n* = 15 biological replicates/group for *Rbpj* and *Cxcl10*; *n* = 12 biological replicates/group for Eng, *n* = 11 biological replicates/group for *Podxl* and *Ccl2*; *n* = 14 biological replicates/group for Cdh5). Groups were compared by unpaired two-tailed Student’s *t*-test. Error bars indicate s.e.m.

In addition, we extracted mRNA from sorted tdTomato(−) and (+) BECs, and performed a quantitative polymerase chain reaction (QPCR) array. By pairwise comparisons, tdTomato(+) cells had higher expression of *Nr2f2* than cells lacking the reporter expression, validating the approach of using tdTomato as a surrogate marker for ectopic Nr2f2 expression. tdTomato-expressing BECs showed elevated expression of molecules encoding venular genes *Ephb4*, *Sele*, and *Madcam1* (Fig. 3E), but decreased expression of genes associated with capillary identity and functions, including *Rbpj* and *Podxl* (Fig. 3F). As a control, vascular endothelial identity markers *Cdh5* and *Eng* (endoglin) were not different between tdTomato(+) and (−) BECs (Fig. 3G). Intriguingly, tdTomato(+) BECs had elevated expression of *Cxcl10*, encoding a chemokine that promotes the recruitment of CD8+ and effector CD4 + T cells^35–37^. Conversely, tdTomato(+) BECs had lower expression of myeloid-recruiting chemokines *Ccl2* and *Ccl5* than the tdTomato(−) counterpart^38–41^ (Fig. 3H). Taken together, the mosaic labeling experiments indicate that ectopic expression of COUP-TFII drives a loss of capillary identity and upregulates molecular programs of post-capillary venules in a cell-autonomous manner.

We did not observe an increased abundance of BECs upon ectopic COUP-TFII expression (Supplementary Fig. 5A). Ectopic COUP-TFII expression in ECs also did not change the coverage of tumor vessels by pericytes, identified as NG2-expressing perivascular cells (Supplementary Fig. 5B, C). To determine whether ectopic Coup-TFII expression changed capillary functions, we evaluated oxygenation levels in the tumor by assessing hypoxia. Consistent with decreased capillary marker expression on BECs, tumors in iCoup mice had significantly elevated levels of hypoxia (Supplementary Fig. 5D, E), suggesting that ectopic COUP-TFII in BECs led to compromised capillary functions.

### COUP-TFII-driven capillary-to-venule reprogramming enhances T cell recruitment

We next investigated the impact of iCoup-mediated EC reprogramming on leukocyte recruitment. Towards this end, we performed flow cytometry to quantify the abundance of tumor-infiltrating myeloid and lymphoid cells. In iCoup mice, we saw a significant increase in the frequency of tumor-infiltrating T cells, including both CD8+ and CD4 + T cells (Fig. 4A–D). On the other hand, tumor-infiltrating myeloid cells did not increase in iCoup mice (Fig. 4E): the abundance of monocytes, eosinophils, and neutrophils was not affected by iCoup (Fig. 4F, G), while the percentage of tumor-associated macrophages (TAMs) decreased slightly (Fig. 4H). The abundance of tumor-infiltrating CD103+ conventional dendritic cells (cDC1) also decreased in iCoup mice, while myeloid DCs (cDC2) did not change (Fig. 4I, J and Supplementary Fig. 2C). The abundance of B cells was also not affected in the tumor tissue (Fig. 4K). Similarly, in autochthonous tumors of the MMTV-PyMT GEMM, induction of ectopic COUP-TFII in BECs also increased T cell abundance (Fig. 4L, M). Additionally, in both orthotopic and subcutaneous KPC tumor models, iCoup also increased the frequencies of tumor-infiltrating T cells but not the myeloid cell populations (Supplementary Fig. 6A, B). Many T cells are adjacent to endothelial cells and are in contact with tumor cells (Fig. 4N). Taken together, the changes in the tumor immune profile across multiple cancer models suggest that COUP-TFII-driven capillary-to-venule reprogramming selectively promoted the infiltration of T cells into the tumor tissue.

**Fig. 4:**
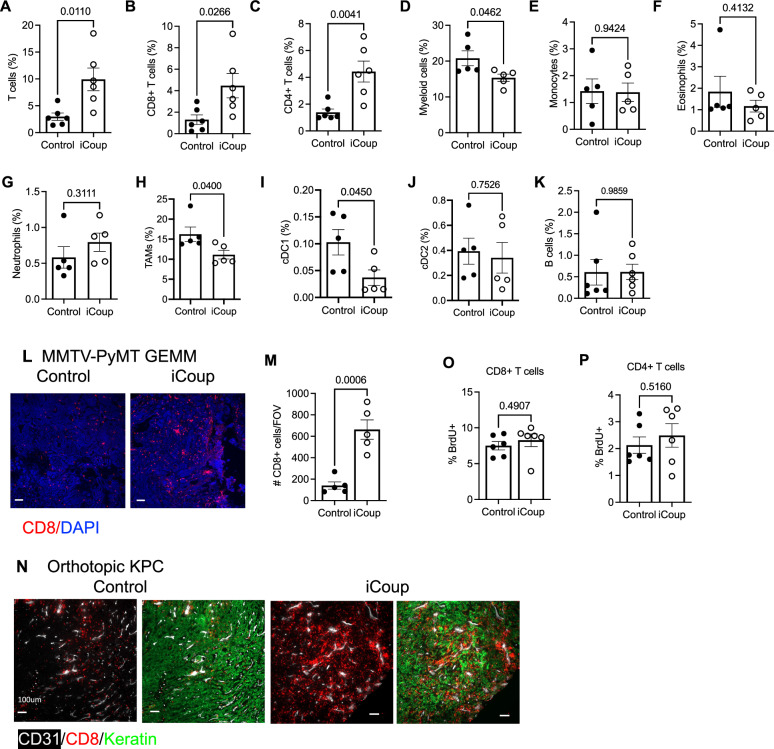
COUP-TFII-driven capillary-to-venule reprogramming enhances T cell infiltration. **A**–**C** Flow cytometric quantification of the frequency of indicated lymphocytes among cells dissociated from orthotopic PyMT-B6 tumors in iCoup and control mice, based on gating strategies in Supplementary Fig. 2; representative of three independent experiments. (*n* = 6 biological replicates/group). **D**–**K** Flow cytometric quantification of the frequency of indicated leukocytes among cells dissociated from orthotopic PyMT-B6 tumors in iCoup and control mice, based on gating strategies in Supplementary Fig. 2; representative of three independent experiments. (*n* = 5 biological replicates/group). **L**, **M** Representative immunofluorescence imaging (**L**) and quantification (**M**) of CD8+ cells in GEMM tumors from 5-month-old MMTV-PyMT-iCoup and control MMTV-PyMT mice. Scale bars represent 100 μm. (*n* = 5 biological replicates/group). **N** Representative immunofluorescence imaging of CD8, CD31, and keratin of orthotopic KPC tumors established in control and iCoup mice. Scale bars represent 100 μm. **O**, **P** Flow cytometric quantification of BrdU incorporation in tumor-infiltrating CD8+ and CD4 + T cells. Representative of two independent experiments. (*n* = 6 biological replicates/group). Indicated cell populations are quantified as % of total cells dissociated from the tumor, based on gating strategies from Supplementary Fig. 2. Groups were compared by unpaired two-tailed Student’s *t*-test. Error bars indicate s.e.m.

We also evaluated whether ectopic COUP-TFII expression in vascular beds other than the tumors had an impact on the local immune microenvironment. In contrast to our observations in the PyMT and KPC tumors, the abundance of T cells in the lung decreased in iCoup mice 2 weeks after tamoxifen induction, while the frequency of myeloid cells increased (Supplementary Fig. 4E). We did not observe significant alterations in the frequencies of liver-infiltrating T cells or myeloid cells (Supplementary Fig. 4F). In the kidney, the abundance of T cells also decreased while the myeloid cells were not significantly changed (Supplementary Fig. 4G). These data suggest that the impact of ectopic COUP-TFII expression on the local immune milieu is tissue-specific; the underlying mechanisms require further dissection.

We then asked how iCoup compares with antiangiogenic reagents in reprogramming endothelium and inducing T cell responses. Towards that end, we treated orthotopic PyMT or KPC tumor-bearing mice with antibodies against VEGF receptor-2 (VEGFR2) at 40 mg/kg or 10 mg/kg, two doses previously shown to deplete or normalize tumor vasculature respectively^42^. In PyMT tumors, both doses of VEGFR2 inhibition decreased the abundance of P-selectin+ venular ECs (Supplementary Fig. 6C). At 10 mg/kg, VEGFR2 inhibition did not change the abundance of T cells, and the higher dose of 40 mg/kg treatment significantly decreased the abundance of CD8 + T cells and slightly decreased CD4 + T cells (Supplementary Fig. 6D). The myeloid populations in the PyMT tumors were not significantly altered upon VEGFR inhibition (Supplementary Fig. 6D). In KPC tumors, VEGFR2 inhibition also did not increase the abundance of P-selectin+ venular BECs or T cell infiltration (Supplementary Fig. 6E, F). However, normalizing doses of anti-VEGFR2 decreased the frequencies of tumor-infiltrating neutrophils and macrophages, suggesting that vessel normalization may inhibit tumor growth by alleviating myeloid-mediated immune suppression (Supplementary Fig. 6F), but not by directly enhancing T cell recruitment. These data suggest that COUP-TFII-induced capillary-to-venule reprogramming could present a paradigm of vessel-targeting approaches different from antiangiogenic therapies.

We asked whether ectopic COUP-TFII-driven EC reprogramming increased T cell abundance in the tumor through enhanced in situ T cell expansion. However, 5-bromo-2-deoxyuridine (BrdU) incorporation assay indicated that tumor-infiltrating T cells were not more proliferative in iCoup mice (Fig. 4O, P).

To determine whether the increase in tumor-infiltrating T cells was due to venule-mediated recruitment, we performed short-term homing assay in three independent experimental systems. First, we implanted orthotopic PyMT tumors in a cohort of donor mice and isolated leukocytes from the tumor-draining lymph nodes. We then labeled these cells with carboxyfluorescein succinimidyl ester (CFSE) and injected into a cohort of recipient PyMT-tumor-bearing iCoup or control mice. Sixteen hours after injection, we dissociated tumors of recipient mice, and quantified the abundance of CFSE+ donor-derived T cells that have homed to the tumor tissue. This experimental system mimics lymphocyte homing from draining lymph nodes into tumor tissues. In this setup, ectopic expression of COUP-TFII in ECs significantly upregulated the frequency of donor-derived T cells that were recruited into recipient tumors (Fig. 5A).

**Fig. 5:**
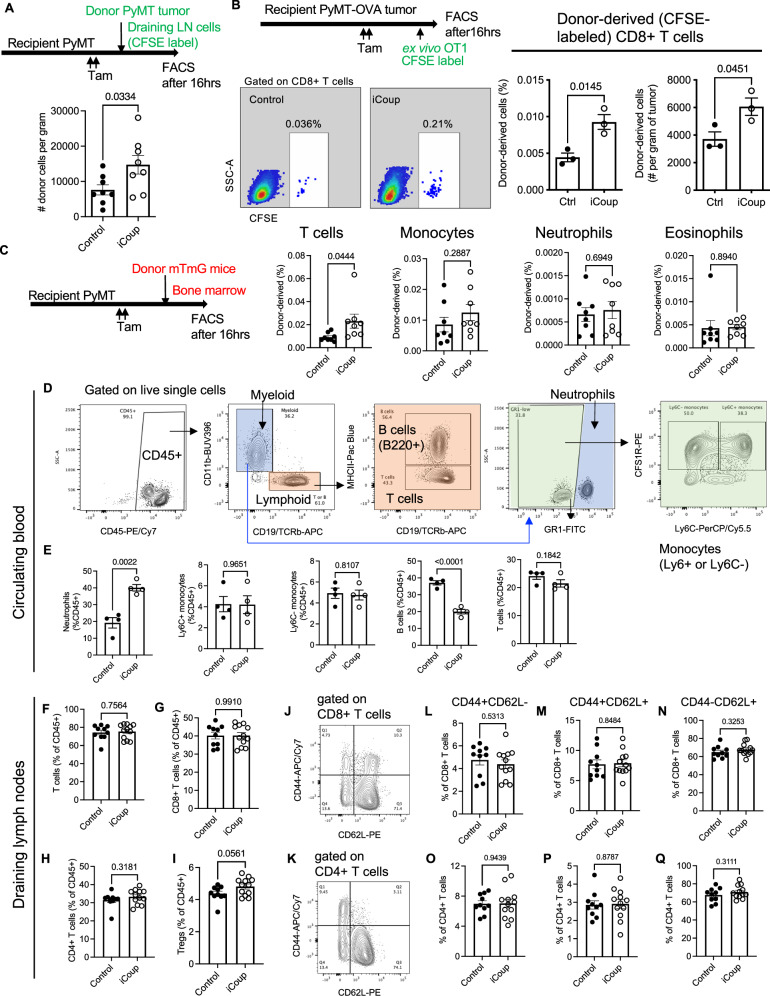
COUP-TFII-driven capillary-to-venule reprogramming enhances T cell recruitment from circulation. **A** Schematics and quantification of lymph node T cell homing assay in PyMT-B6 tumors. (*n* = 8 biological replicates/group). Representative of more than three independent experiments. **B** Schematics, representative flow cytometry plots, and quantification of OT1 T cell homing to orthotopic PyMT-OVA tumors. (*n* = 3 biological replicates/group). Representative of three independent experiments. **C** Flow cytometric analyses of bone marrow cell homing to orthotopic PyMT tumors. (*n* = 8 biological replicates/group). Representative of more than three independent experiments. Quantification in (**B**, **C**) indicates the frequency of homed donor-derived leukocytes as % of total cells dissociated from the tumor. **D** Gating strategy for circulating leukocytes in the blood. **E** Frequencies of circulating leukocyte subsets in the blood of iCoup and control mice, quantified as the percentage among circulating CD45+ cells. (*n* = 4 biological replicates/group). **F**–**I** Frequencies of indicated T cell populations in the tumor-draining lymph nodes (dLNs). (control: *n* = 10 biological replicates, iCoup: *n* = 12 biological replicates). **J**–**Q** Representative gating strategy and flow cytometric quantifications of indicated T cell subsets in the dLNs. (control: *n* = 10 biological replicates, iCoup *n* = 12 biological replicates). Groups were compared by an unpaired two-tailed Student’s *t*-test, ns denotes not significant. Error bars indicate s.e.m.

In a second system, we established orthotopic PyMT tumors that express ovalbumin (OVA) as a surrogate tumor antigen, and induced ectopic COUP-TFII expression in ECs with tamoxifen. Three days after induction, we adoptively transferred ex vivo-activated CFSE-labeled OT1 T cells, whose T cell receptors are cognate for the OVA antigen. Sixteen hours later, when we harvested the tissues, we found significantly more CFSE-labeled OT1 cells recruited into the tumor tissue (Fig. 5B). Enhanced OT1 homing was also seen in orthotopic PDAC tumors established using a KPC cell line that expresses OVA (Supplementary Fig. 6G).

In a third setup, we injected PyMT tumor-bearing mice with bone marrow cells from donor Rosa26^mTmG^ mice, whose cells carry tdTomato fluorescence, and quantified the number of myeloid cells and T cells that homed to the tumor sixteen hours after transfer. iCoup did not change the recruitment of tdTomato^+^ bone marrow-derived monocytes, eosinophils, or neutrophils (Fig. 5C). However, more donor-derived T cells were recruited (Fig. 5C), consistent with the changes in the endogenous immune infiltration profile.

We next assessed whether ectopic COUP-TFII expression enhances the ability of BECs to support T cell migration towards tumor cells in an in vitro system without confounding factors from the complex tumor microenvironment. We used bEND3 cells, a capillary microvascular cell line widely adopted for endothelial cell culture studies^43^, and established a stable bEND3 line that overexpresses full-length COUP-TFII (Nr2f2) through lentiviral infection. We plated bEND3-COUP-TFII or control vector-transduced bEND3 cells on the transwell inserts, and quantified the ability of the endothelial cell monolayers to support T cell transwell migration to PyMT tumor cells in the bottom wells. Consistent with the in vivo homing assays, ectopic COUP-TFII expression significantly upregulated the transendothelial recruitment of T cells (Supplementary Fig. 6H).

iCoup mice had an increased percentage of neutrophils and a decreased percentage of B cells in the blood than the control mice, while the frequencies of Ly6C+ and Ly6C− blood monocytes and of T cells were not significantly affected (Fig. 5D, E). Moreover, the frequencies of CD8+ and CD4 + T cells, and the relative abundance of naïve T cells (CD44-CD52L+), effector/memory T cells (CD44+CD62L−), and central memory T cells (CD44+CD62L+) cells was unaffected in the tumor-draining lymph nodes (Fig. 5F–Q). While we could not rule out the contribution of draining lymph nodes to the immune phenotypes observed in iCoup mice, these data suggest that the enhanced T cell infiltration into the tumor is not due to an overall increase in T cells available for recruitment.

Collectively, these studies suggest that COUP-TFII-driven capillary-to-venule reprogramming selectively enhanced the recruitment of T cells to the tumor.

### COUP-TFII-driven endothelial reprogramming inhibits tumor growth via selectin- and chemokine-mediated vessel-T cell interactions

We then assessed the impact of endothelial reprogramming on tumor burden. In both subcutaneous and orthotopic PyMT models, ectopic COUP-TFII expression in ECs significantly decreased tumor weights (Fig. 6A, B). We also assessed the impact of EC reprogramming on autochthonous mammary tumors in the MMTV-PyMT, Cdh5Cre^ERT2^, LSL-COUP-TFII GEMM: we induced ectopic COUP-TFII expression in 3-month-old mice, at an age when mice were beginning to develop tumors but before tumors became palpable. Two months after COUP-TFII induction, when mice reached 5 months of age, we found that ectopic COUP-TFII in ECs led to a 54% reduction in tumor weights (Fig. 6C). We also asked if iCoup affected the duration of mouse survival in this GEMM in a second cohort of mice. The median survival of control mice was 25 weeks, while induction of COUP-TFII in ECs extended the survival of tumor-bearing mice to 38 weeks (Fig. 6D). Similarly, in subcutaneous and orthotopic KPC tumor models, iCoup also significantly decreased tumor burden (Fig. 6G, H).

**Fig. 6:**
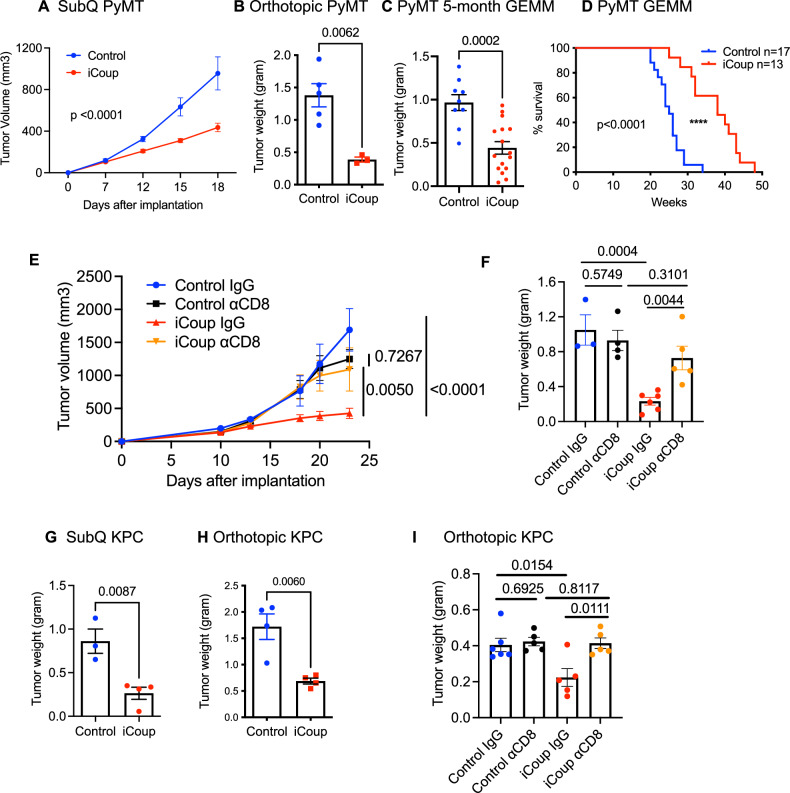
COUP-TFII-driven endothelial reprogramming inhibits tumor growth in a T cell-dependent manner. **A**–**C** Tumor volume or wet weight measurements of subcutaneous (subQ) (**A**), orthotopic (**B**), or autochthonous (**C**) PyMT tumors in iCoup and control mice. **A**, **B** is representative of more than five independent experiments. (**A** control: *n* = 6, iCoup: *n* = 7; **B** control: *n* = 5, iCoup: *n *= 3; **C** control: *n* = 9, iCoup: *n* = 16). **D** Survival curve of MMTV-PyMT-iCoup and control MMTV-PyMT mice. ****p < 0.0001 by log-rank (Mantel–Cox) test. (control: *n* = 17, iCoup: *n* = 13). **E**, **F** Tumor volume and wet weight measurements of orthotopic PyMT tumors in iCoup and control mice treated with CD8-depleting antibodies or control IgGs. (control IgG: *n* = 3, control αCD8: *n* = 4, iCoup IgG: *n* = 6, iCoup αCD8: *n* = 5). **G**, **H** Tumor volume or wet weight measurements of subcutaneous (**A**) and orthotopic (**B**) KPC tumors in iCoup and control mice. (*n* = 3–4/group). (**G** control: *n* = 3, iCoup: *n* = 4; **H** *n* = 4/group). Representative of more than three independent experiments. **I** Wet weight measurements of orthotopic KPC tumors in iCoup and control mice treated with CD8-depleting antibodies. (control IgG: *n* = 6, control αCD8: *n* = 5, iCoup IgG: *n* = 6, iCoup αCD8: *n* = 5). Groups were compared by two-way ANOVA (**A**, **E**), unpaired two-tailed Student’s *t*-test (**B**, **C**, **F**–**I**), or log-rank (Mantel–Cox) test (**D**). Error bars indicate s.e.m.

Next, we assessed whether the increased T cell recruitment was necessary for tumor inhibition by depleting CD8 + T cells using CD8β-depleting antibodies. CD8 + T cell depletion in control mice did not significantly inhibit the growth of PyMT tumors, suggesting that on the baseline level CD8 + T cell functions were largely repressed. However, loss of CD8 + T cells in iCoup mice abolished tumor inhibition in this breast cancer model (Fig. 6E, F). Similarly, in orthotopic KPC tumors, T cell depletion also reversed iCoup-mediated tumor inhibition (Fig. 6I). These data suggest that the enhanced recruitment of T cells was necessary for restraining tumor expansion.

Enhanced T cell infiltration in iCoup mice correlated with increased BEC expression of multiple vascular adhesion receptors implicated in leukocyte recruitment, including E- and P-selectins, ICAM1, and VCAM1 (Figs. 2B, C, F, 3C–E). While ICAM1 and VCAM1 are also expressed outside the vasculature (e.g., by cancer-associated fibroblasts and myeloid cells), the vascular selectins are exclusively expressed by endothelial cells and (for P-selectin) platelets, but not on tumor cells or other stromal populations. Therefore, to specifically block venular functions and assess the impact on leukocyte homing, without directly disrupting other stromal populations, we treated PyMT-tumor-bearing mice with antibodies against E- and P-selectin. Interestingly, selectin blockade abolished the iCoup-induced increase in tumor-infiltrating CD4+ and CD8 + T cells but had no significant effects in the control tumor-bearing mice (Fig. 7A, B). Moreover, blockade of E- and P-selectins reversed the tumor inhibition seen in iCoup mice (Fig. 7C), phenocopying the effects of T cell depletion. Given the endothelium-restricted expression of the vascular addressins, these data suggest that ectopic COUP-TFII-mediated EC reprogramming directly promoted T cell recruitment to inhibit tumor burden, and that this effect is mediated by ECs.

**Fig. 7:**
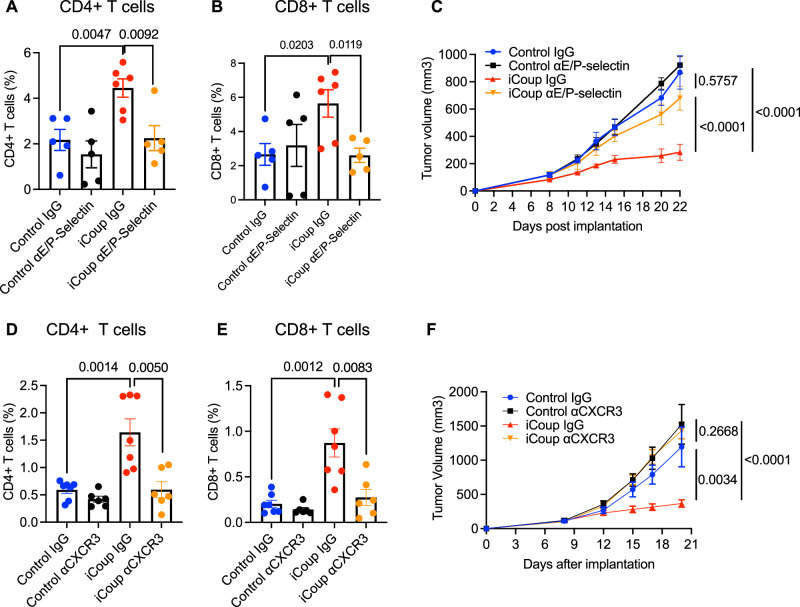
Venule-mediated antitumor T cell recruitment requires COUP-TFII induction of E/P-selectins and CXCR3 signaling. **A**, **B** Flow cytometric quantification of the frequency of tumor-infiltrating CD4+ or CD8 + T cells in subcutaneous PyMT-bearing iCoup or control mice, treated with E- and P-selectin blocking antibodies or control IgGs. **C** tumor volume measurement of mice in (**A**, **B**). **A**–**C** Control IgG: *n* = 5, Control αE/P-selectin: *n* = 5, iCoup IgG: *n* = 6, iCoup αE/P-selectin: *n* = 5. Representative of two independent experiments. **D**, **E** Flow cytometric quantification of tumor-infiltrating CD4+ and CD8 + T cells in subcutaneous PyMT-OVA-bearing iCoup or control mice, treated with CXCR3 blocking antibodies or control IgGs. (*n* = 6–7/group). **F** Tumor volume measurement of mice in (**D**, **E**). **D**–**F** Control IgG: *n* = 7, Control αCXCR3: *n* = 6, iCoup IgG: *n* = 7, iCoup αCXCR3: *n* = 6. Representative of three independent experiments. Groups were compared by unpaired two-tailed Student’s *t*-test (**A**, **B**, **D**, **E**) or two-way ANOVA (**C**, **F**). Error bars indicate s.e.m.

Leukocyte recruitment is regulated by the combined actions of vascular adhesion mechanisms and chemoattractant cytokines. Given the observation that ectopic COUP-TFII upregulated the expression of CXCL10 in tumor ECs in a cell-autonomous manner (Fig. 3H), we hypothesized that this chemokine selectively promoted T cell recruitment: CXCL10 is well established for its role in mediating T cell recruitment through its receptor CXCR3, which is predominantly expressed on activated CD8 + T cells and Th1-differentiated CD4 + T cells^36^. Treatment of PyMT-OVA tumor-bearing mice with CXCR3 blocking antibodies abolished the iCoup-mediated increase in T cell frequency (Fig. 7D, E). On the other hand, CXCR3 blockade did not affect the abundance of TAMs. Importantly, upon CXCR3 blockade, iCoup-mediated tumor inhibition was abolished (Fig. 7F), phenocopying the effect of T cell depletion.

Collectively, these data indicated that ectopic COUP-TFII in tumor endothelium enhances the expression of leukocyte vascular adhesion molecules and chemokines that promote the recruitment of T cells, resulting in inhibition of tumor growth.

### COUP-TFII-driven capillary-to-venule reprogramming sensitizes immune checkpoint blockade and adoptive T cell transfer therapy

Immune checkpoint blockade strategies have shown promising effectiveness in several types of cancer, but their clinical benefits have not translated to most cold tumors. We hypothesized that venular reprogramming of TECs, by enhancing antitumor T cell recruitment, could sensitize tumors to checkpoint blockade. We treated PyMT tumor-bearing mice with a combination of PD1 and CTLA4 blocking antibodies. While the blocking antibodies alone did not slow down tumor growth, consistent with previously reported lack of responses in this tumor model^44^, PD1 and CTLA4 blockade significantly decreased tumor burden in iCoup mice, which already had smaller tumors than the control mice (Fig. 8A). Similarly in control KPC-tumor-bearing mice, PD1 and CTLA4 inhibition slightly though not significantly decreased tumor burden, but the checkpoint blockade in iCoup mice further inhibited tumor growth significantly (Fig. 8B). Taken together, these data suggest that COUP-TFII-driven endothelial reprogramming can sensitize tumors to immune checkpoint blockade in these models that are otherwise not responsive.

**Fig. 8:**
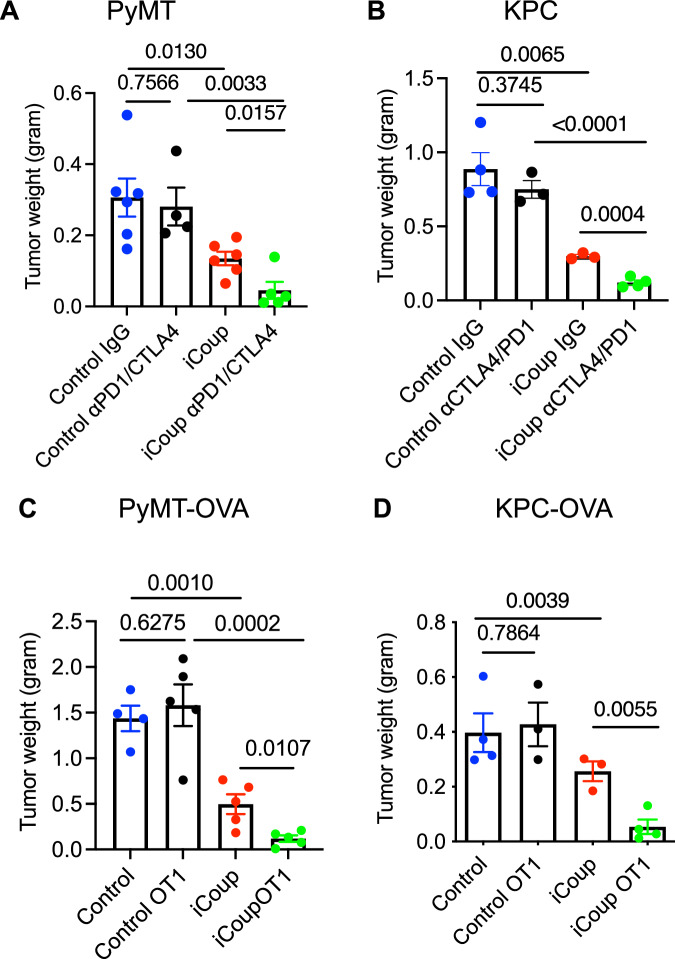
COUP-TFII-driven venule programming sensitizes PyMT and KPC tumor responses to immunotherapies. **A**, **B** Wet weight measurements of subcutaneous PyMT (**A**) and subcutaneous KPC tumors (**B**) in iCoup and control mice treated with αCTLA4 and αPD1 or control antibodies. (**A** control IgG: *n* = 6, control αPD1/CTLA4: *n* = 4, iCoup IgG: *n* = 6, iCoup αPD1/CTLA4: *n* = 5; **B** control IgG: *n* = 4, control αPD1/CTLA4: *n* = 3, iCoup IgG: *n *= 3, iCoup αPD1/CTLA4: *n* = 4). **C**, **D** Wet weight measurements of orthotopic PyMT-OVA (**C**) and KPC-OVA (**D**) tumors in iCoup and control mice treated with ex vivo-activated OT1 cells. (**C** control: *n* = 4, control OT1: *n* = 5, iCoup: *n* = 5, iCoup OT1: *n* = 5; **B** control: *n* = 4, control OT1: *n* = 3, iCoup: *n* = 3, iCoup OT1: *n* = 4). Groups were compared by unpaired two-tailed Student’s *t*-test unless. Error bars indicate s.e.m. Representative of two independent experiments. *n* = 3–6/group.

Given the enhanced recruitment of tumor antigen-specific T cells in iCoup mice (Fig. 5B), we reasoned that COUP-TFII-mediated endothelial reprogramming could also enhance the efficacy of adoptive T cell transfer therapy. We treated orthotopic PyMT-OVA tumor-bearing mice with a single injection of ex vivo-activated OT1 cells. OT1 transfer itself was not effective in restraining PyMT-OVA growth in control mice, but iCoup-driven endothelial reprogramming was significantly sensitized tumor responses to OT1-mediated inhibition (Fig. 8C). Similar sensitization was seen in orthotopic KP-OVA-bearing mice (Fig. 8D). Collectively, these data suggest that capillary-to-venule reprogramming not only enhances endogenous antitumor T cell responses, but also sensitizes tumors to immune checkpoint blockade and adoptive T cell transfer therapy.

## Discussion

In this study, we demonstrate that ectopic expression of COUP-TFII in tumor endothelium induces the molecular programs and functions of post-capillary venules, which play unique roles in regulating leukocyte trafficking. COUP-TFII-driven venular reprogramming promotes the recruitment of both endogenous antitumor T cells and adoptively transferred tumor antigen-specific T cells, thereby inhibiting tumor growth and amplifying the efficacy of immunotherapies.

Mechanistically, our data reveal that COUP-TFII-induced reversal of tumor immune evasion relies on T cells, correlates with increased effector T cell recruitment, and depends on vascular selectins and T cell CXCR3 to facilitate effector T cell homing to the tumor. It is worth noting that our pan-endothelial genetic manipulation approach affects not just the tumor blood vasculature but also lymphatic vessels and vessels at distant sites, potentially modulating the tumor immune responses further. The approach we explore here reprograms capillary endothelium into post-capillary venules for enhanced T cell recruitment. Notably, we did not observe de novo emergence of mature high endothelial venules (HEVs), the activation of which has been shown to subvert immune evasion^45–47^. Whether COUP-TFII-mediated venular programming could synergize with factors that support the differentiation of HEVs would further enhance antitumor immunity remains to be seen.

Surprisingly, the introduction of COUP-TFII expression in ECs selectively induced the infiltration of T cells but had little impact on myeloid cell infiltration. Some myeloid populations, such as TAMs, even slightly decreased in the orthotopic PyMT tumor model. The mosaic COUP-TFII induction experiments suggest that iCoup autonomously induces EC expression of CXCL10, a chemokine that attracts T cells expressing CXCR3, which also proved necessary for the enhanced T cell recruitment and tumor inhibition. Conversely, ectopic COUP-TFII repressed the expression of myeloid cell chemoattractants CCL2 and CCL5 (Fig. 3H)^38–41^. This differential regulation of venular chemokines may selectively sculpt the local immune niche. How COUP-TFII in ECs drives differential chemokine expression on the molecular level awaits elucidation.

This study supports the emerging concept that tumor endothelial cells in cold tumors are specialized not only for angiogenesis, but also for tumor immune evasion. The corollary of this hypothesis is that disruption of specialized EC phenotypes may reverse immune suppression. Our results identify programming TECs to venules as a promising avenue for immune therapy. Recent studies also identify metabolic and epigenetic programs of TECs that could be modulated to enhance tumor immunity^48,49^. These studies, combined with the unique accessibility of the blood vasculature, makes the endothelium a highly attractive therapeutic target. Techniques such as viral and lipid nanoparticle approaches have proven effective in delivering genes to blood vascular endothelial cells in mouse models^50,51^. Combining these approaches with endothelium-specific^52^ or tumor EC-specific promoters will mitigate undesirable effects on bystander stromal or tumor cells.

Our study underscores the therapeutic potential of harnessing developmental programs to shape the specialization of tumor endothelial cells. The diversity among vascular endothelial cells, unveiled by the single-cell revolution, alongside insights from developmental biology, is uncovering genes and mechanisms responsible for the varied endothelial phenotypes in adult organs^53–55^. While we focused on tumor immunity, the pronounced effects of specialized EC programming suggest broader therapeutic applications, potentially benefiting patients with cardiovascular and autoimmune diseases.

In conclusion, our study demonstrates the pivotal role of the vascular endothelium in tumor immune evasion. Targeted reprogramming with transcriptional programs that control physiologic EC specialization, as demonstrated here, presents a promising avenue to reverse immune evasion and activate antitumor immunity. These insights will help drive the development of tools and models for therapeutic gene delivery, leveraging vascular control of immune responses for improved cancer treatment.

## Methods

### Tumor models and antibody treatment

To establish orthotopic PyMT models, 50,000 or 100,000 PyMT tumor cells resuspended in 50 μL of Cultrex (Trevigen) were injected into the fourth mammary gland on the right side of age-matched mice, including Cdh5-Cre^ERT2^; Rosa26^COUP-TFII^ (homozygous for Rosa26^COUP-TFII^) and control mice (Cdh5-Cre^ERT2^ only or Rosa26^COUP-TFII^ only). To establish KPC models, 20,000 or 50,000 KPC cells in 50 μL of Cultrex were injected orthotopically into the pancreas or subcutaneously into the left flank of the mice. Once tumors became palpable orthotopically or reached ~0.5 cm in width subcutaneously, mice were treated with two doses of 150 mg/kg tamoxifen. Concurrent with the first tamoxifen injection, where indicated, we also started treating mice intraperitoneally (i.p.) with antibodies against P-selectin (RB40.34, 200 mg), E-selectin (9A9, 200 mg), CD4 (GK1.5, 200 mg), CD8β (53-5.8, 200 mg), CTLA4 (9H10, 200 mg), CXCR3 (CXCR3-173, 10 mg/kg), PD1 (RMP1-14, 200 mg) or isotype controls, including Armenian hamster IgG, Syrian Hamster IgG, and rat IgG1 (HRPN), IgG2a (2A3), or IgG2b (LTF-2), twice a week. Most antibodies were purchased from BioXCell; P-selectin antibody was produced in house. Tumor volume was quantified as ½ × length × width^2^.

To modulate COUP-TFII expression in autochthonous tumors, we established MMTV-PyMT, Cdh5-Cre^ERT2^, and LSL-COUP-TFII mice (MMTV-Coup for short). Mice were treated with two doses of tamoxifen at 150 mg/kg when they reached 3-month of age. One cohort of mice were sacrificed at 5-month of age for tumor weight measurement. A second cohort of mice were monitored for survival. Death was scored when (a) mice lost 15% of body weight, (b) tumors reached 1.5 cm in diameter, or (c) upon natural death. Log-rank (Mantel–Cox) test was performed for statistical analysis. All animal work was approved by Institutional Animal Care and Use Committee at the Veterans Affairs Palo Alto Health Care System.

All mouse strains and tumor cell lines are under the C57BL6 background. For orthotopic and subcutaneous tumor models, age-matched mice within 3–6 months of age were used. A mix of male and female mice were used for the KPC and KPC-OVA models. Female mice were used for the PyMT and PyMT-OVA models. Mice were randomly selected for treatment groups.

### Tissue processing for flow cytometry and fluorescence-activated cell sorting (FACS)

Tumor tissues were manually minced and transferred to the digestion buffer. Digestion buffer was prepared by adding collagenase D (Worthington Biochem) (400 U/mL for PyMT tumors or 500 U/mL for KPC tumors), 20 μg/mL DNase I (Sigma), and 2% fetal bovine serum (FBS), into Hanks Balanced Salt Solution (HBSS) (Thermo Fisher). Tumors were digested for 30 min at 37 °C with constant stirring, then quenched by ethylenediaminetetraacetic acid (EDTA), filtered through 40 μm Nylon mesh, pelleted by centrifugation (750 g for 5 min at 4 °C), and suspended in phosphate-buffered saline (PBS) for staining.

Blood was obtained through tail bleeding on live mice. Draining lymph nodes were isolated from sacrificed mice, strained against a 40-μm Nylon mesh, and rinsed with PBS. Blood and LNs were incubated in red blood cell lysis buffer (BioLegend) for 3 min and quenched in staining buffer (PBS with 1% FBS).

Cell suspensions were incubated in PBS with anti-mouse CD16/CD32 antibodies (at 1/200 dilution) (eBioscience) and Zombie NIR™ Fixable Viability dye (at 1/500 dilution) (BioLegend) for 10 min, pelleted by centrifugation, and then incubated with 100 μL of fluorophore-conjugated antibodies at pre-optimized dilutions for 20 min on ice, and washed with staining buffer (PBS with 1% FBS). Single cell suspension was incubated with fluorophore-conjugated antibodies, washed in staining buffer, fixed in 4% formaldehyde for 30 min on ice, and resuspended in staining buffer. Data were acquired on LSR-Fortessa (BD Biosciences) and analyzed using the FlowJo software.

To assess hypoxia, tumor-bearing mice were injected with pimonidazole intraperitoneally at a dose of 60 mg/kg. Mice were euthanized 1 h later. Single-cell suspensions were processed as above. After surface antibody staining, cells were permeabilized with eBioscience^TM^ FoxP3/Transcription Factor Staining Buffer Set (Thermo Fisher), and stained with fluorophore-conjugated antibodies for PIMO adducts for 20 min at room temperature.

To assess T cell proliferation, mice were injected with 4 mg of 5-bromo-2-deoxyuridine (BrdU) 4 h prior to euthanasia. The BD Pharmingen™ FITC BrdU Flow Kit (BD Biosciences) was used for intracellular BrdU staining.

To sort BECs for single-cell RNA sequencing, single cell suspensions from digested tumors were treated with red blood cell lysis buffer, washed in PBS, and incubated with biotinylated antibodies against lineage markers (CD45, EpCAM, Ter119, podoplanin, and Annexin V) for 20 min. Cells were then pelleted and incubated with streptavidin microbeads (Miltenyi Biotec), and lineage+ cells were depleted using the MACS LS columns (Miltenyi Biotec). Cells were then stained with fluorescently labeled antibodies, and BECs were sorted on FACSAria 2 or Aria 3 (BD Biosciences) into 1 mL of FBS at 4 °C, and immediately prepared for 10x Chromium v3 sequencing. To sort BECs for QPCR analyses, cells were sorted on Aria2 or Aria 3 directly into E.Z.N.A. lysis buffer (Omega Bio-tek). Sorting purity was confirmed to be >95% before proceeding.

### Mosaic COUP-TFII induction

PyMT or KPC tumor cells were orthotopically injected into Cdh5-Cre^ERT2^, Rosa26^COUP-TFII^, Rosa26^tdTomato^ (heterozygous) mice. Mice were injected with a single dose of tamoxifen at 7.5 mg/kg of body weight on Day 5 after tumor implantation. When tumors reached 1.5 cm in diameter, ~21 days after tumor implantation, mice were sacrificed and tumors were dissociated as described above. Single cell suspension was incubated first with biotinylated antibodies against EpCAM, CD45, and podoplanin, and then with streptavidin microbeads (Miltenyi Biotec) to deplete positive cells. Endothelial cell-enriched portions were incubated with CD16/CD32 and ZOMBIE NIR™ Fixable Viability dye in PBS, and then stained with fluorescently-conjugated streptavidin and antibodies against CD31 and lineage markers as described above. tdTomato+ and (−) ECs were then sorted by BD Aria2 or Aria 3 into 700 μL of RNA lysis buffer (E.Z.N.A.) for subsequent QPCR analyses.

### RNA isolation and quantitative PCR (Q-PCR)

RNA was isolated using E.Z.N.A. Total RNA kit (Omega Bio-tek). cDNA was synthesized using qScript cDNA SuperMix (Quantabio) following the manufacturer's instructions. Q-PCR was performed using SYBR Green Master mix (Thermo Fisher). Primers were either designed using Primer3 or referenced from PrimerBank and synthesized by Integrated DNA Technologies. Primer sequences are listed in Supplementary Table 1. For endothelial cells sorted from mouse tumors, cDNA was pre-amplified with SsoAdvanced™ PreAmp Supermix (BioRad) following the manufacturer’s protocol before proceeding to Q-PCR.

### Adoptive transfer of ex vivo-activated OT1 cells

The spleens and lymph nodes (cervical, brachial, axillary, inguinal, hepatic, portal, and mesenteric) were harvested from 6- to 12-week-old OT1 mice, lysed the red blood cells, and filtered through 40-μm Nylon mesh. Cells were then activated in Roswell Park Memorial Institute (RPMI)−1640 (Gibco) containing 10% FBS, 50 μM β-mercaptoethanol, 1x Pen-Strep (Gibco), 0.5 μg/mL SIINFEKL peptide (Sigma-Aldrich) and 10 ng/mL recombinant murine IL-2 (Peprotech). Fresh media with SIINFEKL peptide and IL-2 was added every 2 days. On the day of transfer, cells were enriched using CD8α + T cell isolation kit (Miltenyi Biotec), incubated with CFSE in serum-free RPMI-1640 at 37 C for 10 min, washed in PBS, and resuspended in 2–10 × 10^6^ cells per 200 uL of PBS, and immediately injected intravenously into recipient mice.

### Leukocyte homing assays

For the first setup, PyMT tumors were established in Cdh5-Cre^ERT2^; Rosa26^COUP-TFII^, and control mice. When tumors reached ~0.5 cm in diameter, we obtained draining lymph nodes from a cohort of mice, filtered through 40-μm Nylon mesh, and lysed red blood cells. We incubated cells in RPMI-1640 media (less than 5 × 10^7^ cells per 8 mL of media) containing CFSE (Invitrogen) at 625 nM for 10 min at 37 °C. Cells were then quenched with FBS, washed twice with RMPI, and pelleted by centrifugation. Equal numbers of CFSE-labeled cells (up to 1 × 10^7^ cells per mouse in 200 μL of PBS) were injected intravenously (i.v.) into tumor-bearing mice. Mice were sacrificed 16 h later, and tumor tissues were processed for flow cytometric analyses as discussed above.

For the second setup, PyMT-OVA or KPC-OVA tumor cells were implanted orthotopically into Cdh5-Cre^ERT2^; Rosa26^COUP-TFII^, and control mice. When tumors reached ~0.5 cm in diameter, we injected mice with ex vivo-activated, CFSE-labeled OT1 cells intravenously. To activate OT1 cells ex vivo, we obtained spleen and lymph nodes (brachial, auxiliary, or inguinal for PyMT-OVA recipients, or hepatic, portal, and mesenteric for KPC-OVA recipients); tissues were filtered through 40 μm Nylon mesh, and then incubated in RPMI-1640 containing 10 ng/mL of recombinant murine IL-2 (Peprotech), 0.5 μg/mL of SIINFEKL peptide (Sigma-Aldrich), and 50 μM of beta-mercaptoethanol. We obtained tumor tissues for flow cytometry 16 h later.

For the third setup, we isolated bone marrow cells from the femur, tibia, and humerus of female Rosa26^mTmG^ mice, lysed red blood cells, and injected i.v. into PyMT tumor-bearing mice. Homing was also assessed 16 h after injection.

### Transwell migration assay

The cell migration assay was performed using transwell migration chambers (3.0-μm pore size, Sigma-Aldrich). PyMT tumor cells were plated at a density of 5 × 10^4^ cells/well in 24-well plates. Upon adhesion to the plate ~6 h later, tumor cell culture was switched to 1 mL of FBS-free DMEM with 1X penicillin/streptomycin; cells were cultured until reaching 90% confluency ~2 days later. bEND3-control and bEND3-COUP-TFII cells were plated into transwell inserts at a density of 2 × 10^5^ cells/insert to reach 100% confluency, and allowed 6 hours to adhere. The mouse spleens were then obtained from 6-to-8-week-old C57BL6 mice, filtered through 40-μm Nylon mesh, processed for red blood cell lysis, added into the inserts at a density of 1 × 10^6^ cells/insert, and transwell inserts were added on top of the lower chambers containing tumor cells and conditioned media to induce splenocyte migration. Twelve hours later, cells from the lower chamber were harvested and stained with fluorophore-conjugated antibodies for lineage markers and TCRβ; CountBright counting beads (Invitrogen) were added to each sample to calculate the number of transmigrated cells per well.

### Single-cell RNA sequencing

PyMT or KPC tumor cells (100,000) were implanted in 6-week-old female C57BL6 mice. Ten days after implantation, tumors were digested as described above, and endothelial cells were sorted and processed for scRNAseq using Chromium Single Cell 3’ Library and Gel Bead Kit v2 (10x Genomics) according to manufacturer guidelines. Libraries were sequenced on NextSeq500 (Illumina) at Stanford Functional Genomics Facility. Cell Ranger (v3.0, 10x Genomics) was used to align reads to the mm10 reference genome and perform quality control and cell assignment. Normalization and log transformation of cell X gene count data were computed using the quickCluster and computeSumFactors functions from the scran package and the logNormCounts from the scuttle package. Cell identities were determined by maximal correlation with average expression profiles from previously annotated lymph node blood endothelial cell datasets^19^, and were visualized with uniform manifold approximation and projection (UMAP) computed using the umap package in R with default parameters. Contaminating cells were removed by supervised gating based on QC parameters and canonical marker expression. 

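In the deposited counts, contaminating cells were left out by cluster and by canonical markers, not by the study's gates, whose thresholds the paper's text does not name. Of the filtered cells of the PyMT library, 83.9% were kept as BECs. The largest group left out was lymphatic-like (1062 cells, 9.04%), led by Ccl21a, Mmrn1 and Prox1. A cluster led by Krt8 and Krt18 without a class of its own held 714 cells (6.08%), a pericyte-like cluster held 60 cells, and a cluster of 53 cells was led by fibroblast genes (Col1a1, Col1a2, Lum) together with immune genes (Lyz2, C1qa, Tyrobp). In KPC, 72.0% of the filtered cells were kept. Lymphatic-like clusters held 995 cells (10.4%), epithelial- or tumor-like clusters 799 (8.33%), fibroblast-like clusters 537 (5.60%, of which 29 cells formed a cluster that passed the fibroblast rule but was led by Slpi, Upk3b and Krt14, genes of mesothelial or epithelial cells), pericyte-like clusters 232 (2.42%) and an immune-like cluster 102 (1.06%). A further 17 KPC cells, led by antigen presentation genes such as Cd74 and H2-Ab1, were left out when the BECs were clustered again.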

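Among BECs of PyMT tumors, the share of cells with a UMI was 1.23% for Sele, 8.08% for Bst1, 9.09% for Vcam1, 9.21% for Selp, 11.1% for Icam1 and 12.7% for Ephb4. For the capillary and artery genes it ranged from 15.1% for Efnb2 to 83.8% for Ly6c1. The median r with Nr2f2 over single cells without imputation was 0.0755 for the venule genes and -0.0379 for the capillary and artery genes. After imputation as the study describes it, the medians were 0.592 and -0.390. They were 0.366 and -0.215 with t = 1 and 0.772 and -0.495 with t = 4, so the size of r grew with each further step of averaging. With neighbors found on variable genes that left out Nr2f2 and the 12 genes, the medians were 0.611 and -0.416.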

To recover gene–gene relationships that are lost due to dropouts, missing gene expression data from log-normalized count data was imputed using the MAGIC (Markov Affinity-based Graph Imputation of Cells) algorithm with optimized parameters (*t* = 2, *k* = 9, *ka* = 3)^56^. Imputed data were used for visualization of single-cell gene expression in dot plots.

### Immunofluorescence staining

Isolated tumor tissues were immediately embedded in optimum cutting temperature (OCT) compound on dry ice. Alternatively, tissues were fixed in 4% formaldehyde for 2 h at room temperature, incubated in 30% sucrose overnight, and then embedded in OCT compound and frozen on dry ice. Sections of 10-μm thickness were incubated with 5% normal goat serum (Jackson Immunoresearch) in phosphate-buffered saline for 1 h at room temperature. Sections were then treated with primary rabbit or rat antibodies recognizing indicated mouse epitopes suspended in PBS at 4 °C overnight. Slides were then washed in PBS with 0.1% Triton-X, with gentle rocking for three washes for 10 min each, followed by incubation with goat secondary antibodies against rat or rabbit IgG, or with fluorophore-conjugated antibodies for 1 h at room temperature (Thermo Fisher). Slides were again washed in PBS with 0.1% Triton-X for 3 × 10 min, and mounted in DAPI-containing Fluoromount mounting media (Southern Biotech). Images of fluorescence staining were acquired on an Apotome microscopy (Nikon).

### Statistical analysis

Statistical analyses were performed using the GraphPad Prism software (v10). Specific statistical tests for experiments, including the two-tailed student’s *t*-test and log-rank (Mantel–cox) test, are listed in the figure legends. All values are expressed as ±SEM. *P* values less than 0.05 were considered significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source Data 1

Source Data 2

## Data Availability

All data supporting the findings of this study are available within the article, Supplementary Information, or Source Data files. Raw single-cell RNAseq data have been deposited in the Gene Expression Omnibus (GEO) database under accession code: GSE281284. Source data are provided with this paper.

## References

[1] Waldman, A. D., Fritz, J. M. & Lenardo, M. J. A guide to cancer immunotherapy: from T cell basic science to clinical practice. *Nat. Rev. Immunol.***20**, 651–668 (2020).32433532 10.1038/s41577-020-0306-5PMC7238960

[2] Sharma, P., Hu-Lieskovan, S., Wargo, J. A. & Ribas, A. Primary, adaptive, and acquired resistance to cancer immunotherapy. *Cell***168**, 707–723 (2017).28187290 10.1016/j.cell.2017.01.017PMC5391692

[3] Morrison, A. H., Byrne, K. T. & Vonderheide, R. H. Immunotherapy and prevention of pancreatic cancer. *Trends Cancer***4**, 418–428 (2018).29860986 10.1016/j.trecan.2018.04.001PMC6028935

[4] Ochoa de Olza, M., Navarro Rodrigo, B., Zimmermann, S. & Coukos, G. Turning up the heat on non-immunoreactive tumours: opportunities for clinical development. *Lancet Oncol.***21**, e419–e430 (2020).32888471 10.1016/S1470-2045(20)30234-5

[5] Joyce, J. A. & Fearon, D. T. T cell exclusion, immune privilege, and the tumor microenvironment. *Science***348**, 74–80 (2015).25838376 10.1126/science.aaa6204

[6] Thommen, D. S. & Schumacher, T. N. T Cell Dysfunction in Cancer. *Cancer Cell***33**, 547–562 (2018).29634943 10.1016/j.ccell.2018.03.012PMC7116508

[7] Huang, Y. et al. Improving immune-vascular crosstalk for cancer immunotherapy. *Nat. Rev. Immunol.***18**, 195–203 (2018).29332937 10.1038/nri.2017.145PMC5922422

[8] Butcher, E. C. & Picker, L. J. Lymphocyte homing and homeostasis. *Science***272**, 60–66 (1996).8600538 10.1126/science.272.5258.60

[9] Wu, N. Z., Klitzman, B., Dodge, R. & Dewhirst, M. W. Diminished leukocyte-endothelium interaction in tumor microvessels. *Cancer Res.***52**, 4265–4268 (1992).1638539

[10] Nagy, J. A., Chang, S. H., Dvorak, A. M. & Dvorak, H. F. Why are tumour blood vessels abnormal and why is it important to know?. *Br. J. Cancer***100**, 865–869 (2009).19240721 10.1038/sj.bjc.6604929PMC2661770

[11] Baluk, P., Hashizume, H. & McDonald, D. M. Cellular abnormalities of blood vessels as targets in cancer. *Curr. Opin. Genet. Dev.***15**, 102–111 (2005).15661540 10.1016/j.gde.2004.12.005

[12] Weis, S. M. & Cheresh, D. A. Tumor angiogenesis: molecular pathways and therapeutic targets. *Nat. Med.***17**, 1359–1370 (2011).22064426 10.1038/nm.2537

[13] Kerbel, R. S. Tumor angiogenesis. *N. Engl. J. Med.***358**, 2039–2049 (2008).18463380 10.1056/NEJMra0706596PMC4542009

[14] Jain, R. K. Antiangiogenesis strategies revisited: from starving tumors to alleviating hypoxia. *Cancer Cell***26**, 605–622 (2014).25517747 10.1016/j.ccell.2014.10.006PMC4269830

[15] Carmeliet, P. & Jain, R. K. Molecular mechanisms and clinical applications of angiogenesis. *Nature***473**, 298–307 (2011).21593862 10.1038/nature10144PMC4049445

[16] Kindler, H. L. et al. Gemcitabine plus bevacizumab compared with gemcitabine plus placebo in patients with advanced pancreatic cancer: phase III trial of the Cancer and Leukemia Group B (CALGB 80303). *J. Clin. Oncol.***28**, 3617–3622 (2010).20606091 10.1200/JCO.2010.28.1386PMC2917317

[17] Llovet, J. M. et al. Sorafenib in advanced hepatocellular carcinoma. *N. Engl. J. Med.***359**, 378–390 (2008).18650514 10.1056/NEJMoa0708857

[18] You, L. R. et al. Suppression of Notch signalling by the COUP-TFII transcription factor regulates vein identity. *Nature***435**, 98–104 (2005).15875024 10.1038/nature03511

[19] Brulois, K. et al. A molecular map of murine lymph node blood vascular endothelium at single cell resolution. *Nat. Commun.***11**, 3798 (2020).32732867 10.1038/s41467-020-17291-5PMC7393069

[20] Chen, X., Qin, J., Cheng, C. M., Tsai, M. J. & Tsai, S. Y. COUP-TFII is a major regulator of cell cycle and Notch signaling pathways. *Mol. Endocrinol.***26**, 1268–1277 (2012).22734039 10.1210/me.2011-1305PMC3404301

[21] Brunssen, C. et al. COUP-TFII is regulated by high glucose in endothelial cells. *Horm. Metab. Res.***42**, 81–87 (2010).19862665 10.1055/s-0029-1241862

[22] Dinh, T. T. et al. An NKX-COUP-TFII morphogenetic code directs mucosal endothelial addressin expression. *Nat. Commun.***13**, 7448 (2022).36460642 10.1038/s41467-022-34991-2PMC9718832

[23] Davie, S. A. et al. Effects of FVB/NJ and C57Bl/6J strain backgrounds on mammary tumor phenotype in inducible nitric oxide synthase deficient mice. *Transgenic Res.***16**, 193–201 (2007).17206489 10.1007/s11248-006-9056-9PMC1829418

[24] Ley, K. et al. Sequential contribution of L- and P-selectin to leukocyte rolling in vivo. *J. Exp. Med.***181**, 669–675 (1995).7530761 10.1084/jem.181.2.669PMC2191869

[25] McEver, R. P. Selectins: initiators of leucocyte adhesion and signalling at the vascular wall. *Cardiovasc. Res.***107**, 331–339 (2015).25994174 10.1093/cvr/cvv154PMC4592324

[26] Leppanen, A. et al. A novel glycosulfopeptide binds to P-selectin and inhibits leukocyte adhesion to P-selectin. *J. Biol. Chem.***274**, 24838–24848 (1999).10455156 10.1074/jbc.274.35.24838

[27] Kanwar, S. et al. Desmopressin induces endothelial P-selectin expression and leukocyte rolling in postcapillary venules. *Blood***86**, 2760–2766 (1995).7545469

[28] Dustin, M. L., Rothlein, R., Bhan, A. K., Dinarello, C. A. & Springer, T. A. Induction by IL 1 and interferon-gamma: tissue distribution, biochemistry, and function of a natural adherence molecule (ICAM-1). *J. Immunol.***137**, 245–254 (1986).3086451

[29] Faveeuw, C., Di Mauro, M. E., Price, A. A. & Ager, A. Roles of alpha(4) integrins/VCAM-1 and LFA-1/ICAM-1 in the binding and transendothelial migration of T lymphocytes and T lymphoblasts across high endothelial venules. *Int. Immunol.***12**, 241–251 (2000).10700459 10.1093/intimm/12.3.241

[30] Lee, M. et al. Transcriptional programs of lymphoid tissue capillary and high endothelium reveal control mechanisms for lymphocyte homing. *Nat. Immunol.***15**, 982–995 (2014).25173345 10.1038/ni.2983PMC4222088

[31] Jiang, H. et al. Targeting focal adhesion kinase renders pancreatic cancers responsive to checkpoint immunotherapy. *Nat. Med.***22**, 851–860 (2016).27376576 10.1038/nm.4123PMC4935930

[32] Wang, Y. et al. Ephrin-B2 controls VEGF-induced angiogenesis and lymphangiogenesis. *Nature***465**, 483–486 (2010).20445537 10.1038/nature09002

[33] Takamoto, N. et al. COUP-TFII is essential for radial and anteroposterior patterning of the stomach. *Development***132**, 2179–2189 (2005).15829524 10.1242/dev.01808

[34] Matsumura, R. et al. Novel antibodies reactive with sialyl Lewis X in both humans and mice define its critical role in leukocyte trafficking and contact hypersensitivity responses. *J. Biol. Chem.***290**, 15313–15326 (2015).25944902 10.1074/jbc.M115.650051PMC4463470

[35] Groom, J. R. & Luster, A. D. CXCR3 in T cell function. *Exp. Cell Res.***317**, 620–631 (2011).21376175 10.1016/j.yexcr.2010.12.017PMC3065205

[36] Groom, J. R. & Luster, A. D. CXCR3 ligands: redundant, collaborative and antagonistic functions. *Immunol. Cell Biol.***89**, 207–215 (2011).21221121 10.1038/icb.2010.158PMC3863330

[37] Mach, F. et al. Differential expression of three T lymphocyte-activating CXC chemokines by human atheroma-associated cells. *J. Clin. Invest.***104**, 1041–1050 (1999).10525042 10.1172/JCI6993PMC408576

[38] Sanford, D. E. et al. Inflammatory monocyte mobilization decreases patient survival in pancreatic cancer: a role for targeting the CCL2/CCR2 axis. *Clin. Cancer Res.***19**, 3404–3415 (2013).23653148 10.1158/1078-0432.CCR-13-0525PMC3700620

[39] Mitchem, J. B. et al. Targeting tumor-infiltrating macrophages decreases tumor-initiating cells, relieves immunosuppression, and improves chemotherapeutic responses. *Cancer Res.***73**, 1128–1141 (2013).23221383 10.1158/0008-5472.CAN-12-2731PMC3563931

[40] Nywening, T. M. et al. Targeting tumour-associated macrophages with CCR2 inhibition in combination with FOLFIRINOX in patients with borderline resectable and locally advanced pancreatic cancer: a single-centre, open-label, dose-finding, non-randomised, phase 1b trial. *Lancet Oncol.***17**, 651–662 (2016).27055731 10.1016/S1470-2045(16)00078-4PMC5407285

[41] Umansky, V., Blattner, C., Gebhardt, C. & Utikal, J. CCR5 in recruitment and activation of myeloid-derived suppressor cells in melanoma. *Cancer Immunol. Immunother.***66**, 1015–1023 (2017).28382399 10.1007/s00262-017-1988-9PMC11029643

[42] Huang, Y. et al. Vascular normalizing doses of antiangiogenic treatment reprogram the immunosuppressive tumor microenvironment and enhance immunotherapy. *Proc. Natl Acad. Sci. USA***109**, 17561–17566 (2012).23045683 10.1073/pnas.1215397109PMC3491458

[43] Montesano, R. et al. Increased proteolytic activity is responsible for the aberrant morphogenetic behavior of endothelial cells expressing the middle T oncogene. *Cell***62**, 435–445 (1990).2379237 10.1016/0092-8674(90)90009-4

[44] Meyer, M. A. et al. Breast and pancreatic cancer interrupt IRF8-dependent dendritic cell development to overcome immune surveillance. *Nat. Commun.***9**, 1250 (2018).29593283 10.1038/s41467-018-03600-6PMC5871846

[45] Hua, Y. et al. Cancer immunotherapies transition endothelial cells into HEVs that generate TCF1(+) T lymphocyte niches through a feed-forward loop. *Cancer Cell***40**, 1600–1618 e1610 (2022).36423635 10.1016/j.ccell.2022.11.002PMC9899876

[46] Vella, G., Hua, Y. & Bergers, G. High endothelial venules in cancer: regulation, function, and therapeutic implication. *Cancer Cell***41**, 527–545 (2023).36827979 10.1016/j.ccell.2023.02.002

[47] Asrir, A. et al. Tumor-associated high endothelial venules mediate lymphocyte entry into tumors and predict response to PD-1 plus CTLA-4 combination immunotherapy. *Cancer Cell***40**, 318–334.e319 (2022).35120598 10.1016/j.ccell.2022.01.002

[48] Zhang, D. et al. PHGDH-mediated endothelial metabolism drives glioblastoma resistance to chimeric antigen receptor T cell immunotherapy. *Cell Metab.***35**, 517–534.e518 (2023).36804058 10.1016/j.cmet.2023.01.010PMC10088869

[49] Kim, D. J. et al. Priming a vascular-selective cytokine response permits CD8(+) T-cell entry into tumors. *Nat. Commun.***14**, 2122 (2023).37055433 10.1038/s41467-023-37807-zPMC10101959

[50] Dahlman, J. E. et al. In vivo endothelial siRNA delivery using polymeric nanoparticles with low molecular weight. *Nat. Nanotechnol.***9**, 648–655 (2014).24813696 10.1038/nnano.2014.84PMC4207430

[51] Korbelin, J. et al. A brain microvasculature endothelial cell-specific viral vector with the potential to treat neurovascular and neurological diseases. *EMBO Mol. Med.***8**, 609–625 (2016).27137490 10.15252/emmm.201506078PMC4888852

[52] Zhang, X. et al. Robust genome editing in adult vascular endothelium by nanoparticle delivery of CRISPR-Cas9 plasmid DNA. *Cell Rep.***38**, 110196 (2022).34986352 10.1016/j.celrep.2021.110196PMC8769807

[53] Su, T. et al. Single-cell analysis of early progenitor cells that build coronary arteries. *Nature***559**, 356–362 (2018).29973725 10.1038/s41586-018-0288-7PMC6053322

[54] Xiang, M. et al. A single-cell transcriptional roadmap of the mouse and human lymph node lymphatic vasculature. *Front. Cardiovasc. Med.***7**, 52 (2020).32426372 10.3389/fcvm.2020.00052PMC7204639

[55] Kalucka, J. et al. Single-cell transcriptome atlas of murine endothelial cells. *Cell***180**, 764–779.e720 (2020).32059779 10.1016/j.cell.2020.01.015

[56] van Dijk, D. et al. Recovering gene interactions from single-cell data using data diffusion. *Cell***174**, 716–729.e727 (2018).29961576 10.1016/j.cell.2018.05.061PMC6771278

# Supplementary material for: COUP-TFII-mediated reprogramming of the vascular endothelium counteracts tumor immune evasion
**Source:** Nat Commun. 2025 Aug 12;16:7457. doi: 10.1038/s41467-025-62399-1
**Supplement:** Supplementary file 1 — Supplementary Information

Figure S1

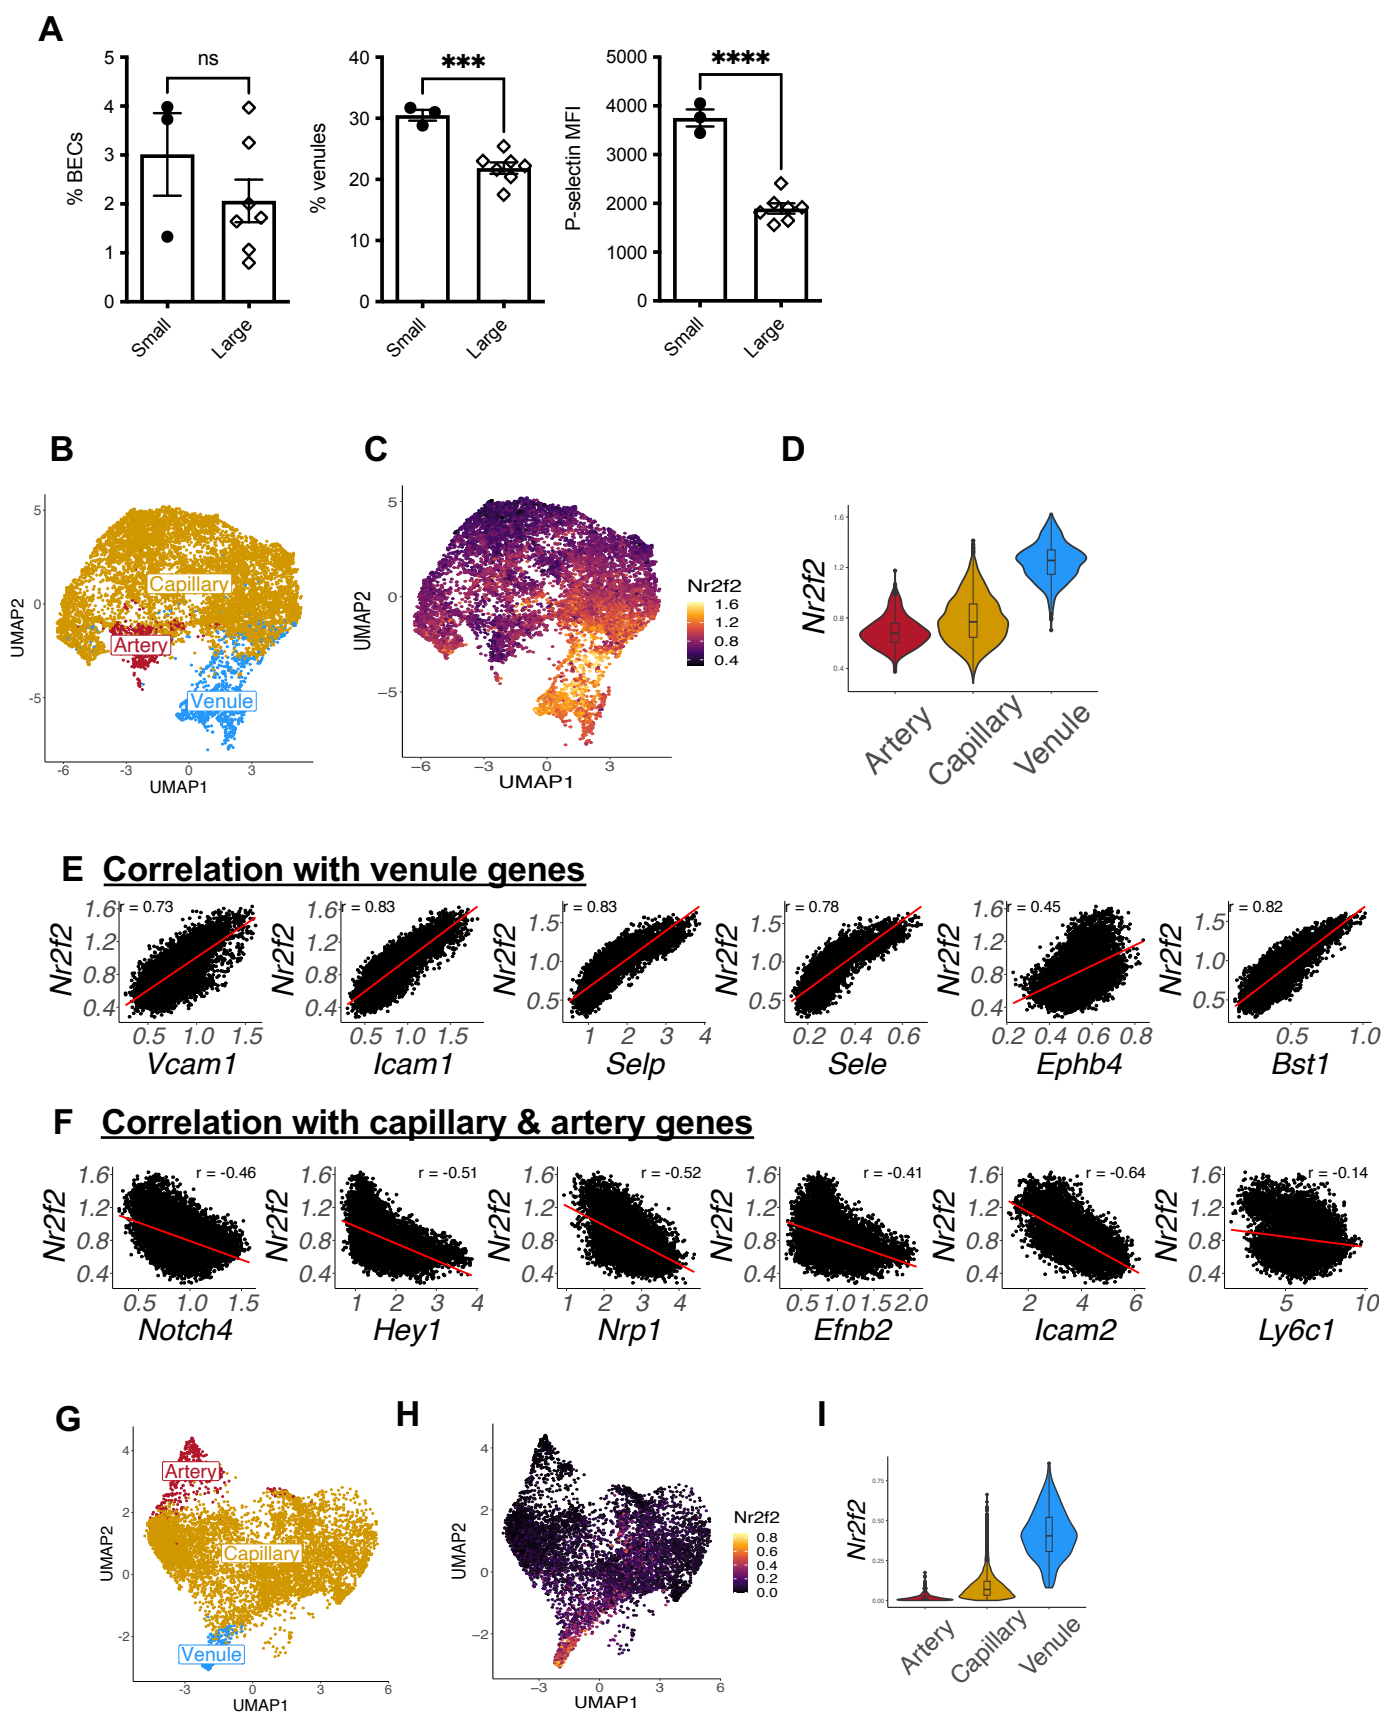

**Supplementary Figure 1. Tumor expansion downregulates COUP-TFII-expressing venular endothelial cells.**

**(A)** Flow cytometric quantification of the abundance of BECs, the representation of P-selectin<sup>+</sup> venules among BECs, and the BEC expression fluorescence intensity of P-selectin in orthotopic KPC tumors. (n=3-7/group).

**(B-C)** scRNAseq UMAP plots of BECs from orthotopic PyMT-B6 tumors colored by EC subsets and Nr2f2 (COUP-TFII) expression.

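In the PyMT library, 31.9% of venule-like BECs had a Nr2f2 UMI (median depth 2717 UMIs per cell), against 9.68% of capillary-like BECs (median 3818) and 9.35% of artery-like BECs (median 3584). To compare these at 1 depth, each cell was thinned to 2000 UMIs and shallower cells were left out. The share was then 21.8% of 371 venule-like BECs (175 left out, 95% Clopper-Pearson interval 17.7 to 26.4). It was 5.37% of 2050 capillary-like BECs (367 left out, 4.43 to 6.43) and 5.75% of 905 artery-like BECs (100 left out, 4.32 to 7.47). Free RNA can place UMIs in droplets of cells that do not express a gene. This library has no cluster of immune cells alone: a cluster of 53 cells (median 4128 UMIs) was led by fibroblast and immune genes together, and 17.0% of it had a Nr2f2 UMI, or 11.1% of 45 after thinning (8 left out, 3.71 to 24.1). In the non-endothelial cluster led by Krt8 and Krt18 (median 5564 UMIs) it was 25.8%, or 9.20% of 696 after thinning (18 left out, 7.15 to 11.6). Whether either of these lacks Nr2f2 is not known, so neither gives a background value, and the part of the capillary-like and artery-like shares that is free RNA stays open. Capillary-like clusters ranged from 15.0 CPM (12.1 to 18.5) in an angiogenic capillary cluster to 62.3 CPM (50.4 to 76.2) in the capillary cluster. The angiogenic cluster had a median of 4223.5 UMIs per cell and the capillary cluster 2031. Free RNA weighs more in the CPM of shallow cells, so depth can make part of this range and the range does not settle the point. The venule-like share lay above those of capillary-like and artery-like BECs and of the Krt8 and Krt18 cluster beyond counting error.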

**(D)** Violin plot of Nr2f2 expression in BEC subsets from orthotopic PyMT tumors.

**(E-F)** scRNAseq dot plots showing correlation between Nr2f2 expression and capillary and venule markers from orthotopic PyMT tumors.

**(G-H)** scRNAseq UMAP plots of BECs from orthotopic KPC tumors colored by EC subsets or Nr2f2 expression.

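In the KPC library, 37.5% of venule-like BECs had a Nr2f2 UMI (median depth 3189 UMIs), against 8.44% of capillary-like BECs (median 1982) and 1.93% of artery-like BECs (median 1519). At 2000 UMIs per cell, the share was 25.5% of 705 venule-like BECs (238 left out, 95% interval 22.3 to 28.9). It was 6.79% of 1825 capillary-like BECs (1850 left out, 5.68 to 8.05) and 1.10% of 181 artery-like BECs (389 left out, 0.13 to 3.93). In immune-like cells, which should lack Nr2f2, 13.7% had a UMI (median 2304 UMIs), or 10.0% of 60 after thinning (42 left out, 3.76 to 20.5), but these cells also held 1199 CPM of Ccl21a and 61.6 CPM of Prox1, against 46.2 and 2.19 CPM in capillary-like BECs. Some of them thus carry RNA of lymphatic-like cells, and they are no clean background. In epithelial- or tumor-like cells (median 12560 UMIs) it was 15.9%, or 2.41% of 789 after thinning (10 left out, 1.46 to 3.74). These cells are so much deeper that thinning also dilutes any free RNA in them, so the thinned value can be too low as a background for BECs. The share of artery-like BECs exceeded neither and is read as no more than background. That of capillary-like BECs lay above that of artery-like BECs beyond counting error, so it is not read as background alone, although it did not exceed that of immune-like cells. That of venule-like BECs lay above all of them. The venule-like BECs came from a cluster of 794 cells led by Ackr1 and Lrg1 (140 CPM) and a cluster of 149 cells led by Cytl1, Ctsh and Serping1 (247 CPM).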

**(I)** Violin plot of Nr2f2 expression in BEC subsets from orthotopic KPC tumors in (b).

\* p<0.05, \*\* p<0.01, \*\*\* p<0.001, \*\*\*\*p<0.0001 by unpaired Student's t-test. Error bars indicate s.e.m.

Figure S2

A T cell gating

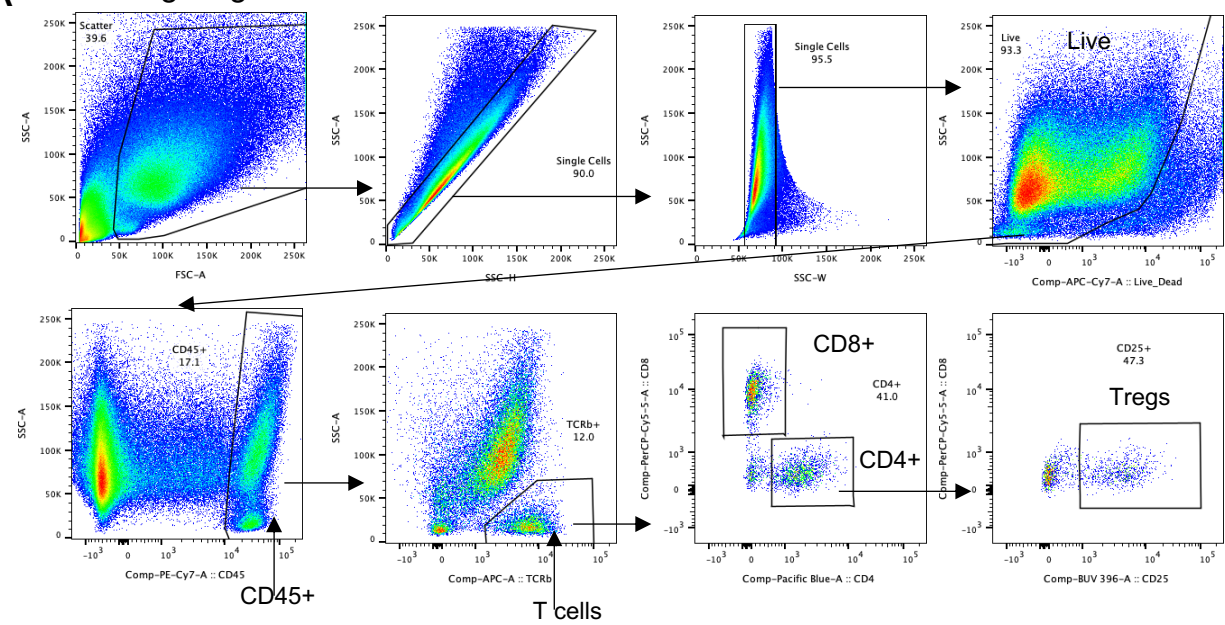

B Myeloid gating

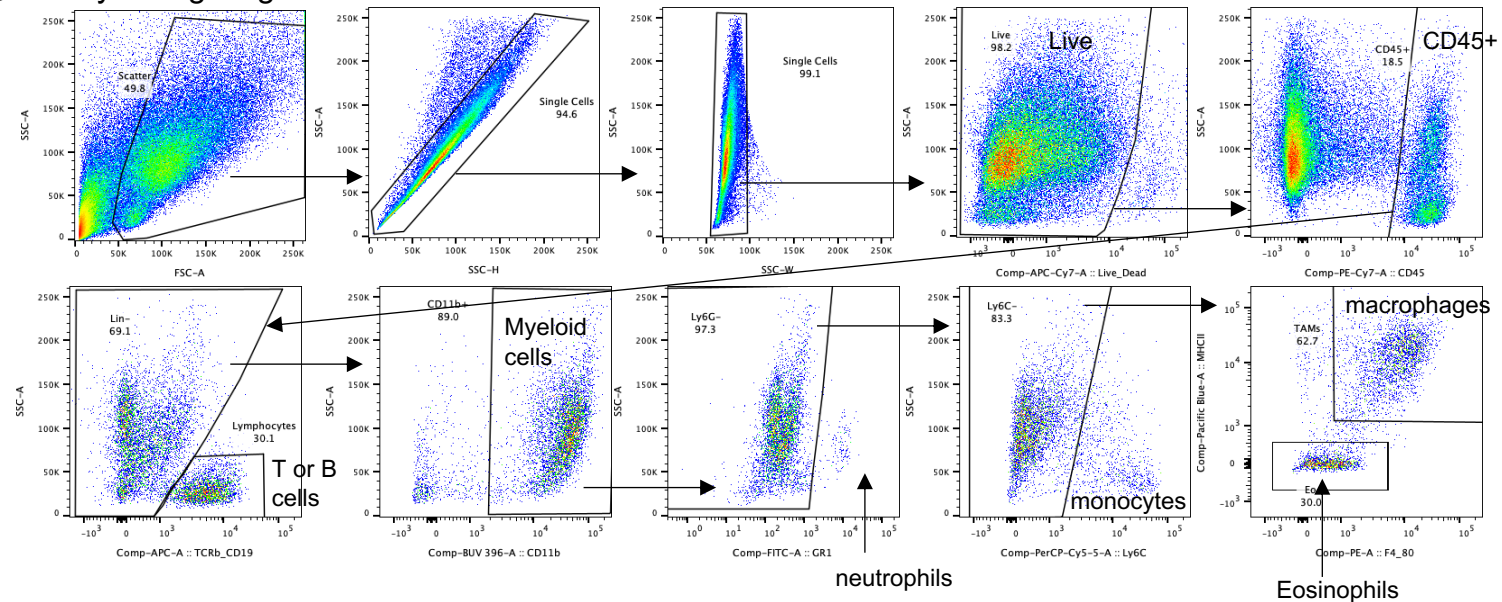

C Dendritic cell gating

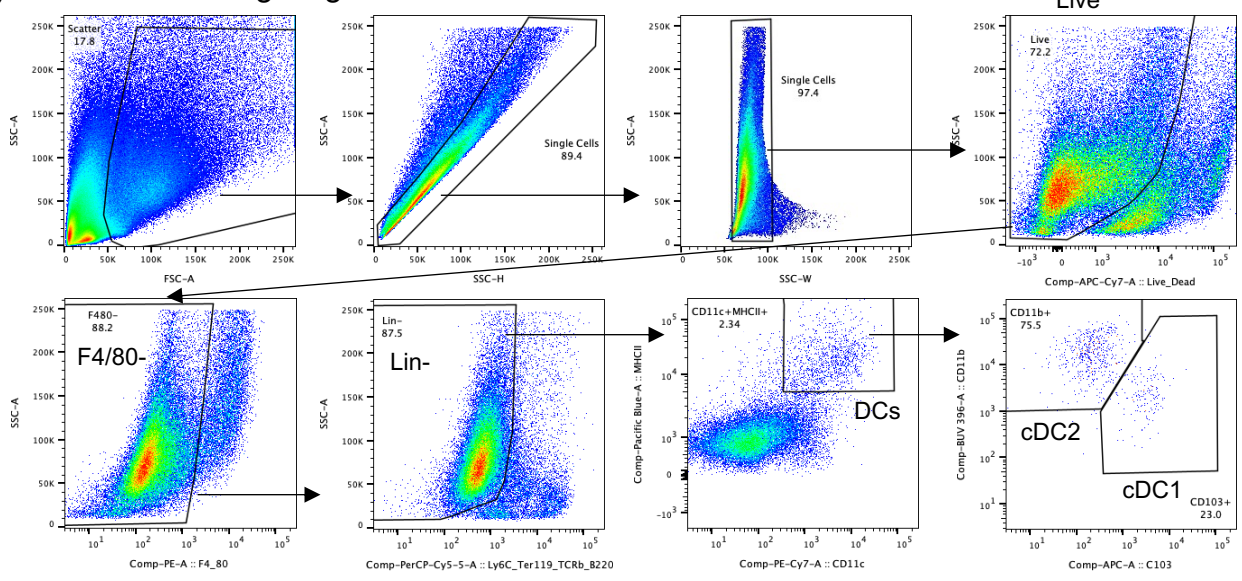

**Supplementary Figure 2. Gating strategies for tumor-infiltrating immune cells.**

**(a)** Gating strategies for T cells (CD45<sup>+</sup> TCRb<sup>+</sup> and CD4 or CD8<sup>+</sup>).

**(b)** Gating strategy for myeloid cells (CD45<sup>+</sup> TCRb<sup>-</sup> CD19<sup>-</sup> CD11b<sup>+</sup>), including neutrophils (GR1<sup>high</sup>), monocytes (GR1<sup>low/neg</sup>, Ly6C<sup>high</sup>), TAMs (GR1<sup>-</sup> Ly6C<sup>low/neg</sup>, F4/80<sup>+</sup> MHCII<sup>+</sup>), and eosinophils (GR1<sup>-</sup> Ly6C<sup>low/neg</sup> F4/80<sup>+</sup> MHCII<sup>-</sup> SiglecF<sup>+</sup>).

**(c)** Gating strategy for dendritic cells (lineage (Ly6C/B220/TCRb-Ter119)<sup>-</sup> F4/80<sup>-</sup> CD11c<sup>+</sup> MHCII<sup>+</sup>, including cDC1 (CD103<sup>+</sup>) and cDC2 (CD11b<sup>+</sup>)).

Figure S3

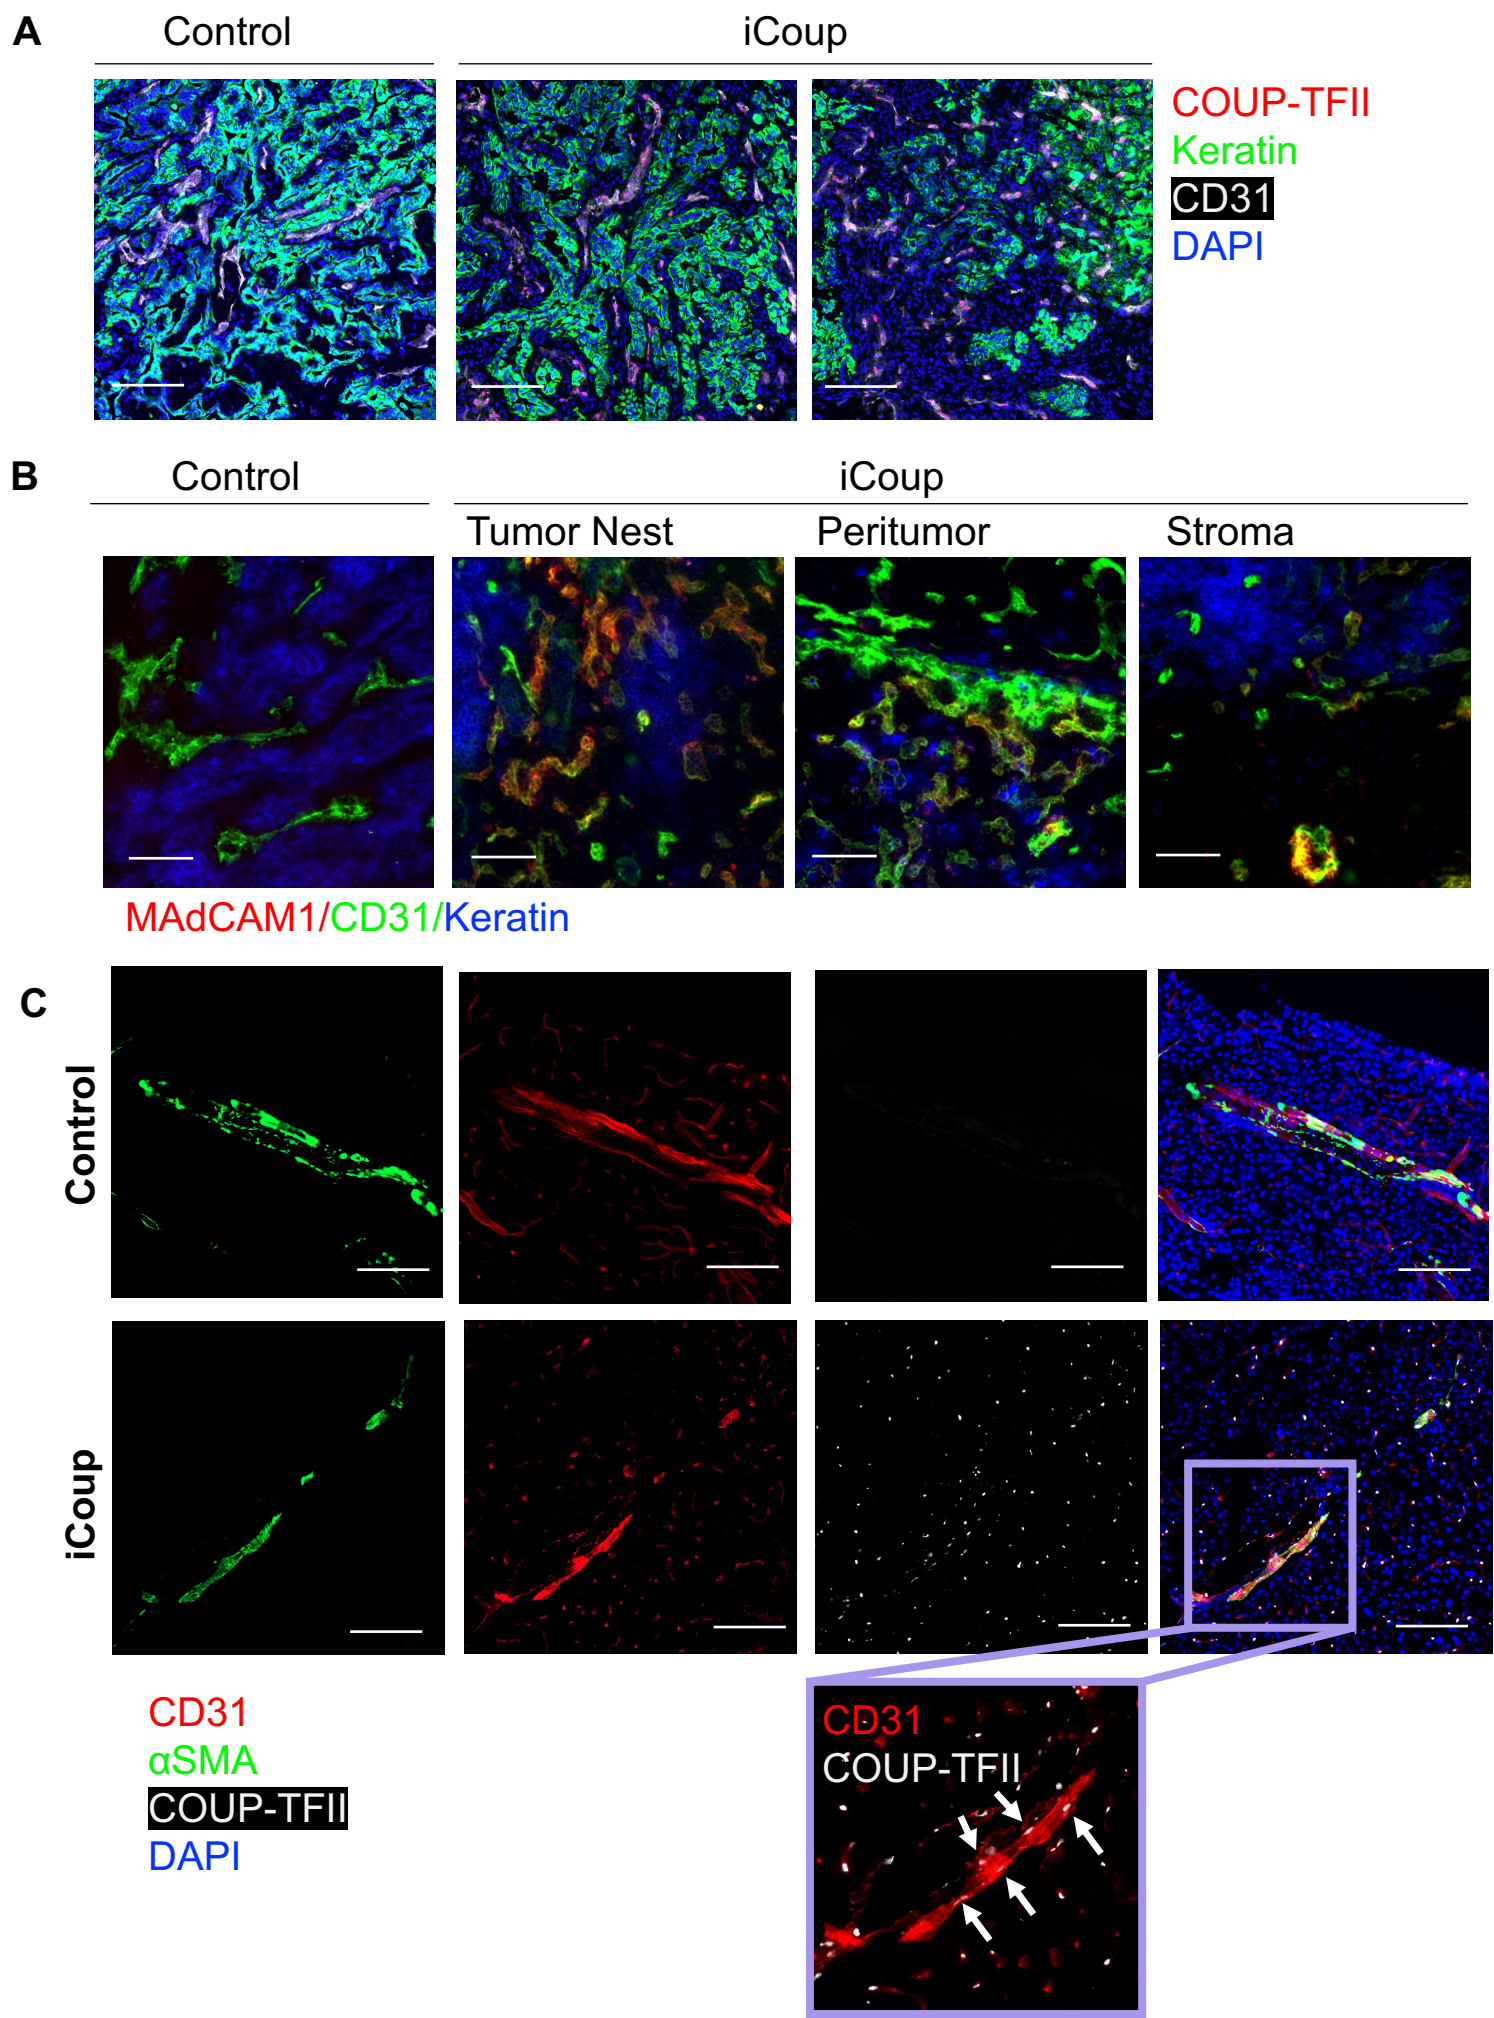

**Supplementary Figure 3. Characterization of blood vessels with ectopic COUP-TFII expression.**

**(A)** Representative immunofluorescence images of COUP-TFII-expressing endothelial cells (CD31+) and tumor cells (keratin+) in the intratumor and peritumor/stroma regions of orthotopic KPC tumors established in iCoup mice. Scale bars represent 50  $\mu$ m.

**(B)** Representative immunofluorescence images of *de novo* reprogrammed ECs (marked by MAdCAM1+) in the tumor nest, peritumor, and stromal regions of orthotopic KPC tumors established in iCoup mice. Scale bars represent 20  $\mu$ m.

**(C)** Representative immunofluorescence images of COUP-TFII-expressing arterial endothelial cells covered by smooth muscle cells ( $\alpha$ SMA) in the pancreas adjacent to orthotopic KPC tumors. Arrows indicate arterial ECs ectopically expressing COUP-TFII. Scale bars represent 50  $\mu$ m.

Figure S4

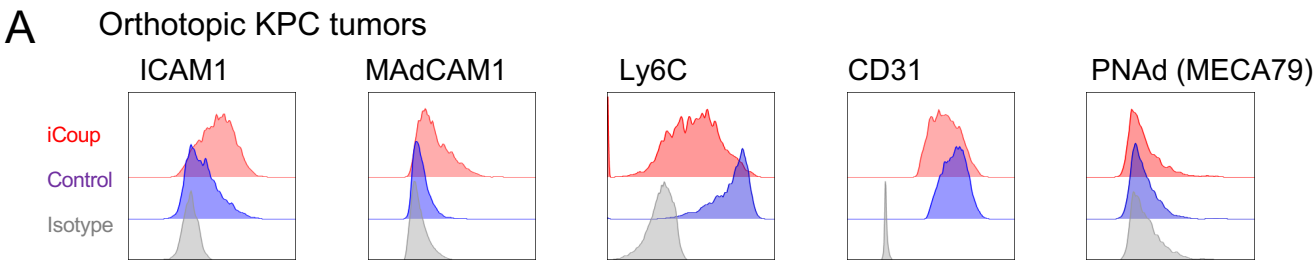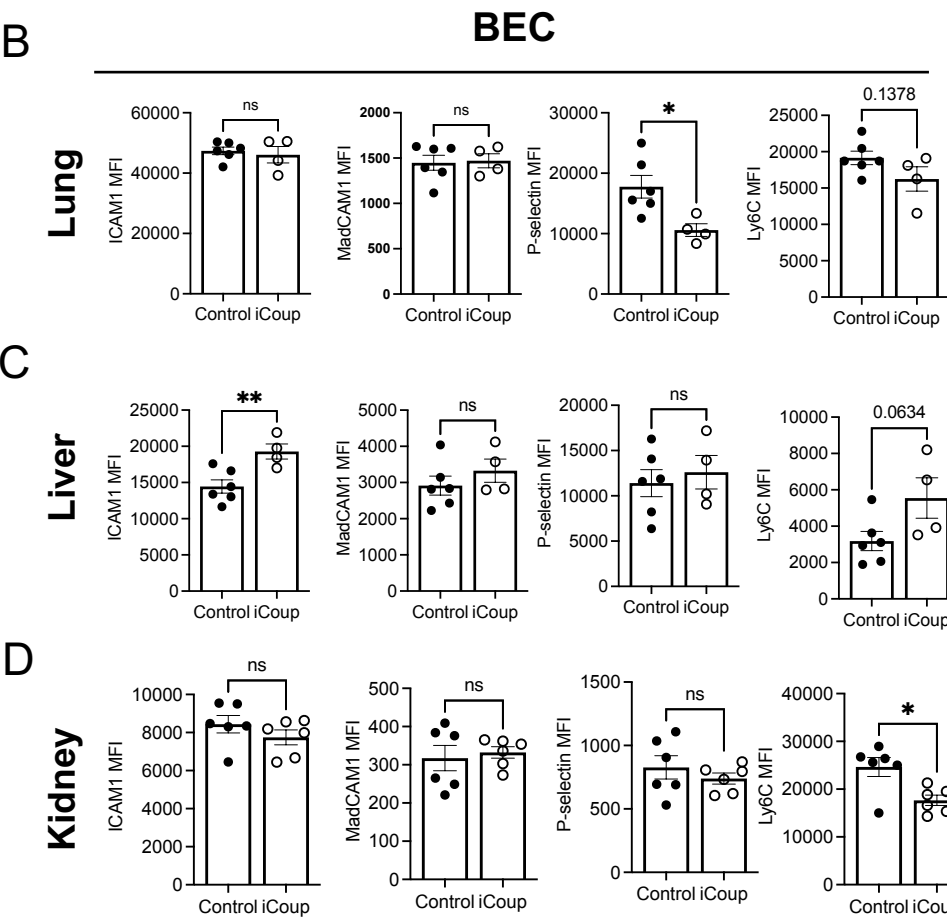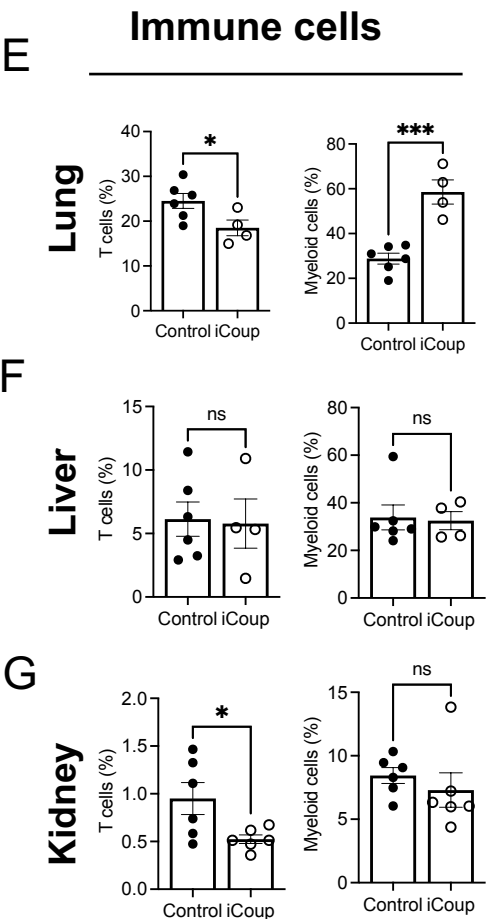

**Supplementary Figure 4. Ectopic COUP-TFII in TECs drives capillary-to-venule reprogramming but effects on other vascular beds are varied.**

**(A)** Representative histograms of indicated markers in BECs from orthotopic KPC tumors established in control and iCoup mice. Representative of more than 5 independent experiments.

**(B-D)** Flow cytometry quantification of indicated markers in BECs from normal lung, liver, and kidney in control and iCoup mice. (n=4-6/group).

**(E-G)** Flow cytometry quantification of indicated immune cells in normal lung, liver, and kidney in control and iCoup mice. (n=4-6/group).

**Figure S5**

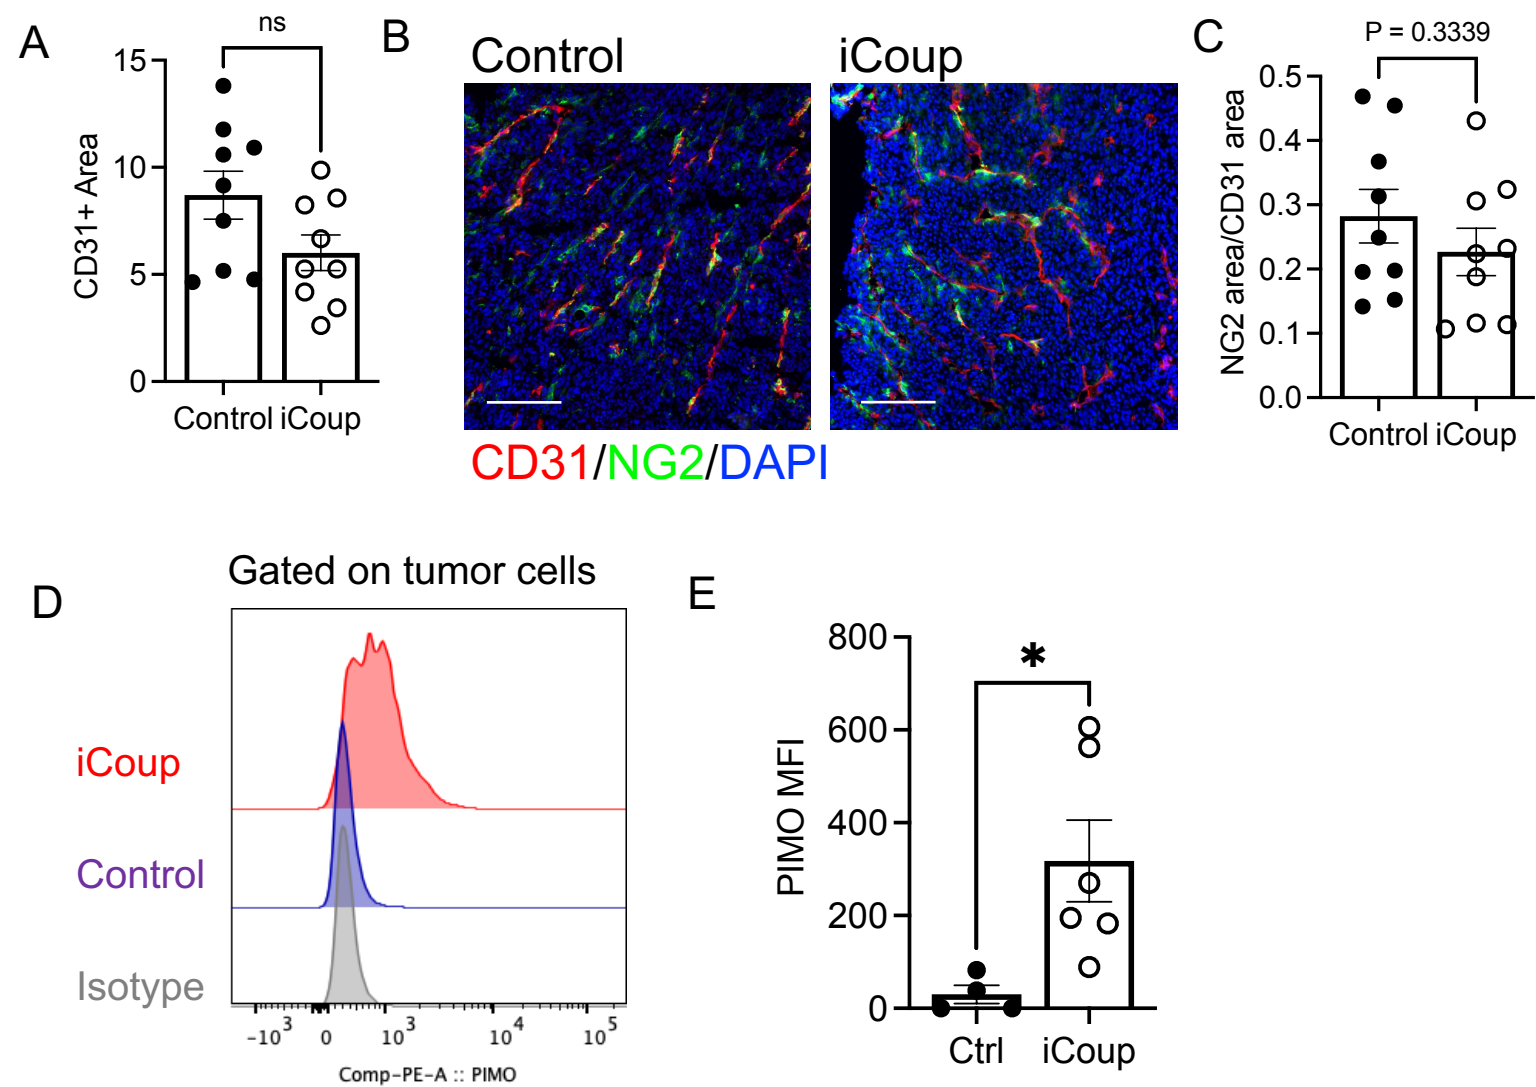

**Supplementary Figure 5. Ectopic COUP-TFII in TECs upregulates tumor hypoxia but not pericyte recruitment.**

**(A)** Immunofluorescence quantification of CD31+ areas in orthotopic PyMT tumors established in control and iCoup mice. (n=9 animals/group).

**(B)** Representative immunofluorescence images of endothelial cells (CD31+) and pericytes (NG2+) in orthotopic PyMT tumors established in control and iCoup mice. Scale bars represent 50  $\mu$ m.

**(C)** Ratio of NG2+ area over CD31+ area in **(B)**.

**(D-E)** Representative histograms of pimonidazole staining in tumor cells (CD45-CD31-podoplanin-EpCAM+) from orthotopic KPC tumors established in control and iCoup mice. Representative of 3 independent experiments. (n=4-6/group).

**Figure S6**

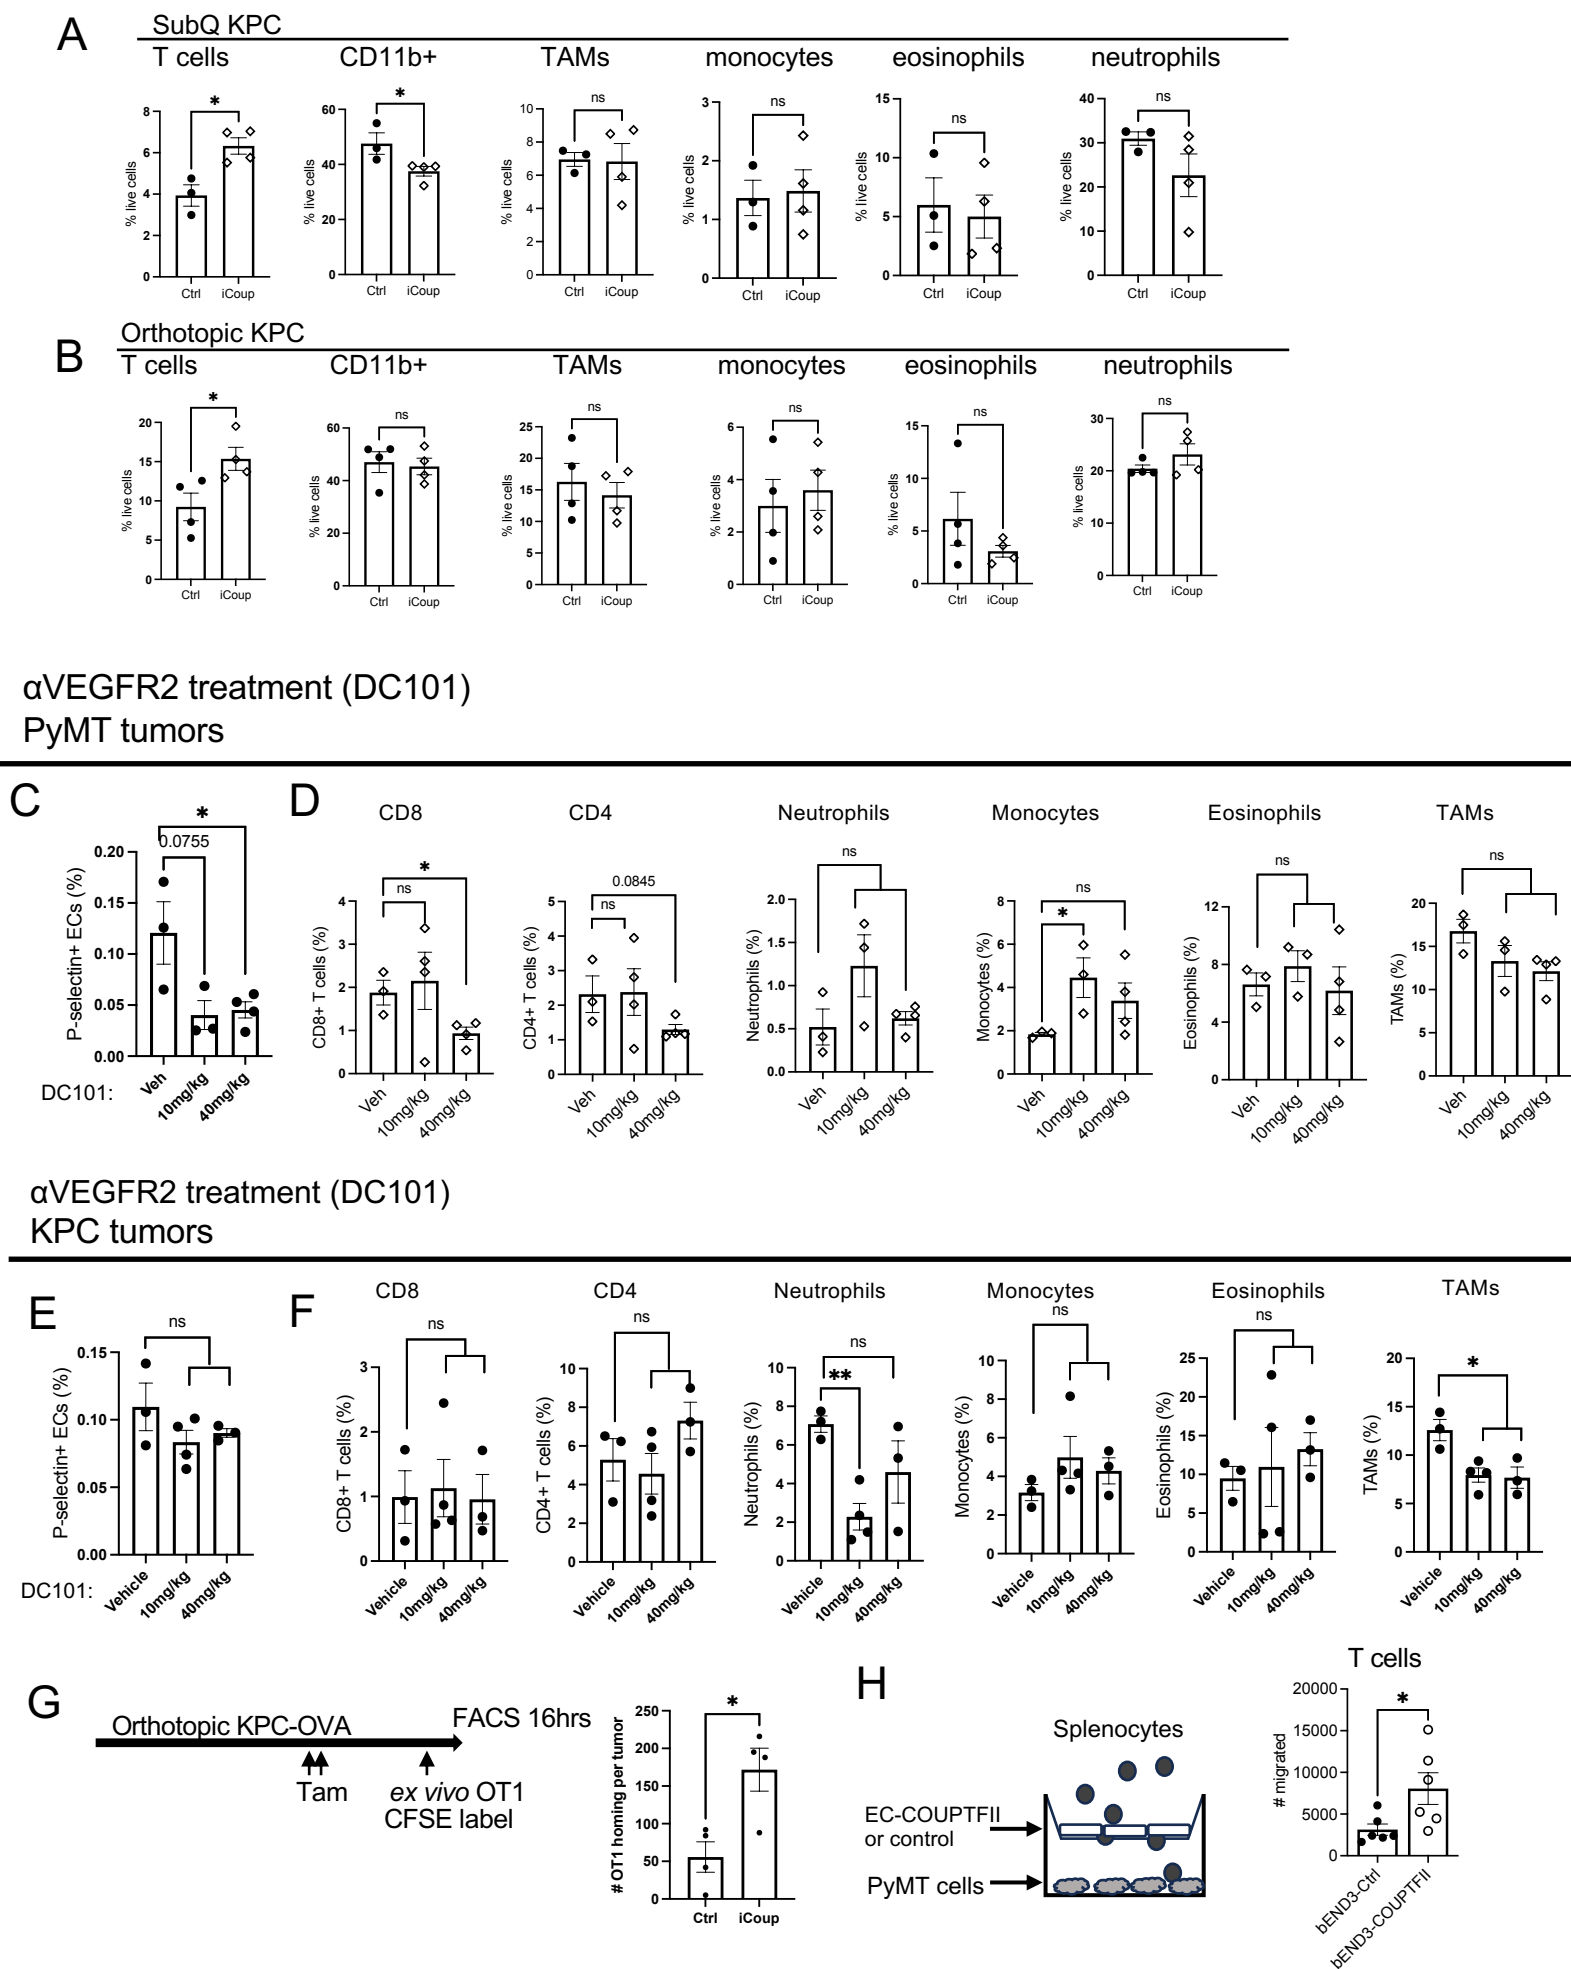

**Supplementary Figure 6. Ectopic COUP-TFII in TECs upregulates recruitment, while VEGFR blockade did not increase T cell infiltration in KPC tumors.**

**(A-B)** Flow cytometry quantification of tumor-infiltrating leukocytes in subcutaneous (A) and orthotopic (B) KPC tumors in iCoup and control mice. (n=3-4/group). Representative of 3 independent experiments.

**(C-F)** Flow cytometric quantification of indicated populations in orthotopic PyMT **(C-D)** and KPC **(E-F)** tumors after treatment with indicated doses of VEGFR2 antibody (clone DC101). (n=3/group). Representative of 2 independent experiments.

**(G)** Schematics and flow cytometric quantification of OT1 T cell homing to orthotopic KPC-OVA tumors. (n=4/group). Representative of 2 independent experiments.

**(H)** Schematic and flow cytometric quantification of splenic T cell trans-endothelial migration to tumor cells across monolayers of bEND3 cells overexpressing COUP-TFII or vector control. (n=6/group). Representative of 5 independent experiments.

\*  $p < 0.05$  \*\*  $p < 0.01$  by unpaired Student's t-test. ns denotes not significant. Error bars indicate s.e.m.

**Supplementary Table 1. Sequences of QPCR primers**

| Targets | Forward Primer          | Reverse Primer         |
|---------|-------------------------|------------------------|
| Gapdh   | TGACCTCAACTACATGGTCTACA | CTTCCCATTCTCGGCCTTG    |
| Hprt    | TCAGTCAACGGGGGACATAAA   | GGGGCTGTACTGCTTAACCAG  |
| Nr2f2   | TCAACTGCCACTCGTACCTG    | CCATGATGTTGTTAGGCTGCAT |
| Ephb4   | GAGAGCGAAGCTGATACGGC    | CTCGGCAGCGTACAGCATAA   |
| Sele    | GACCTGGAACCCTACATGGAT   | TTATGCAAACACTTCTCGGCT  |
| Madcam1 | CCTGGCCCTAGTACCCTACC    | CCGTACAGAGAGGATACTGCTG |
| Rbpj    | CTCCACCCAAACGACTCACTA   | TCCAACCACTGCCCATAGATA  |
| Podxl   | AGGTGGTCAACCTTAATGGGG   | TCATCCTTGGTCAAGTTGTCCA |
| Cdh5    | CACTGCTTTGGGAGCCTTC     | GGGGCAGCGATTCATTTTTCT  |
| Eng     | CCCTCTGCCCATTACCCTG     | GTAAACGTACCTCACCCCTT   |
| Ccl2    | ATTCTGTGACCATCCCCTCAT   | TGTATGTGCCTCTGAACCCAC  |
| Ccl5    | GCTGCTTTGCCTACCTCTCC    | TCGAGTGACAAACACGACTGC  |
| Cxcl10  | CCAAGTGCTGCCGTCATTTTC   | GGCTCGCAGGGATGATTTCAA  |

# Supplementary material for: COUP-TFII-mediated reprogramming of the vascular endothelium counteracts tumor immune evasion
**Source:** Nat Commun. 2025 Aug 12;16:7457. doi: 10.1038/s41467-025-62399-1
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection BD FACS DIVA (8.0.1). ZEN. Microsoft Excel  
Immunofluorescence imaging: Zeiss Apotome 2.0

Data analysis FlowJo. ZEN. ImageJ (v2.14.0), GraphPad Prism (v10)  
Statistical analysis: Graphpad Prism (v.9)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data are available in the Source Data file. The data supporting the findings of this study are available upon request by the corresponding author

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

No sample size power calculation was performed. A minimum of 3 individual mice were used for each experiment. Sample size of each experiment reflects the number of biological replicates deemed necessary to observe significant differences, if any, between genotypes or treatments. All details are included in corresponding figure legends.

### Data exclusions

No data were excluded

### Replication

All attempts at replication were successful. Details for replication information were described in figure legends.

### Randomization

Mice of similar age were used for all experiments. For antibody treatment, mice from the same genotype were randomized prior to the start of treatment.

### Blinding

The experiments were mostly performed by the same persons, making it difficult to be blinded. However, to acquire all data on tumor measurements and flow cytometry studies, experimenters identify the mice by unique numbers rather than genotype, to minimize bias during data collection. Analysis was performed with genotype information blinded.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Study description

*Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).*

### Research sample

*State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.*

### Sampling strategy

*Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed.*

|                   |                                                                                                                                                                                                                                                                                                                                                                                             |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection   | <i>Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.</i> |
| Timing            | <i>Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.</i>                                                                                                                                                                                                                                          |
| Data exclusions   | <i>If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                     |
| Non-participation | <i>State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.</i>                                                                                                                                                                                                    |
| Randomization     | <i>If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.</i>                                                                                                                                                                              |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description                 | <i>Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.</i>                                                                                                                                                                                                                                         |
| Research sample                   | <i>Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i>, all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.</i> |
| Sampling strategy                 | <i>Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.</i>                                                                                                                                                                                      |
| Data collection                   | <i>Describe the data collection procedure, including who recorded the data and how.</i>                                                                                                                                                                                                                                                                                                                                                                       |
| Timing and spatial scale          | <i>Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken</i>                                                                                                                                                      |
| Data exclusions                   | <i>If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                                                                                                      |
| Reproducibility                   | <i>Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.</i>                                                                                                                                                                                                                |
| Randomization                     | <i>Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.</i>                                                                                                                                                                                                                                                     |
| Blinding                          | <i>Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.</i>                                                                                                                                                                                                                                                                          |
| Did the study involve field work? | <input type="checkbox"/> Yes <input type="checkbox"/> No                                                                                                                                                                                                                                                                                                                                                                                                      |

## Field work, collection and transport

|                        |                                                                                                                                                                                                                                                                                                                                       |
|------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions       | <i>Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).</i>                                                                                                                                                                                                                      |
| Location               | <i>State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).</i>                                                                                                                                                                                         |
| Access & import/export | <i>Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).</i> |
| Disturbance            | <i>Describe any disturbance caused by the study and how it was minimized.</i>                                                                                                                                                                                                                                                         |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

|                                                                                                |                                 |             |             |
|------------------------------------------------------------------------------------------------|---------------------------------|-------------|-------------|
| APC anti-mouse CD31 Antibody                                                                   | BioLegend Cat #                 | 102410      |             |
| PE-Cy7 anti-mouse Podoplanin                                                                   | BioLegend Cat #                 | 127412      |             |
| APC/Cyanine7 anti-mouse TER-119/Erythroid Cells Antibody                                       | BioLegend Cat #                 | 116223      |             |
| BUV395 Rat Anti-Mouse MAdCAM-1 (50 ug) BD Biosciences                                          | Cat #                           | 744112      |             |
| BV421 Rat Anti-Mouse CD62P                                                                     | BD Biosciences Cat #            | 564289      |             |
| PE anti-mouse CD157 (BST-1) Antibody                                                           | BioLegend Cat #                 | 140204      |             |
| Alexa Fluor® 488 anti-mouse CD54 Antibody                                                      | BioLegend Cat #                 | 116112      |             |
| PE/Cy7 anti-mouse CD45.2 Antibody                                                              | BioLegend Cat #                 | 109830      |             |
| PE/Cy7 anti-mouse CD45 Antibody                                                                | BioLegend Cat #                 | 103114      |             |
| APC anti-mouse TCR β chain Antibody (100 ug)                                                   | BioLegend Cat #                 | 109212      |             |
| Pacific Blue™ anti-mouse CD4 Antibody                                                          | BioLegend Cat #                 | 116008      |             |
| BUV395 Rat Anti-Mouse CD25                                                                     | BD Biosciences Cat #            | 564022      |             |
| PerCP/Cyanine5.5 anti-mouse CD8a Antibody                                                      | BioLegend Cat #                 | 100733      |             |
| APC anti-mouse CD19 Antibody (100 ug)                                                          | BioLegend Cat #                 | 115512      |             |
| BUV395 Rat Anti-CD11b (50ug)                                                                   | BD Biosciences Cat #            | 563553      |             |
| Alexa Fluor® 488 anti-mouse Ly-6G/Ly-6C (Gr-1) Antibody                                        | BioLegend Cat #                 | 108419      |             |
| PerCP/Cy5.5 anti-mouse Ly-6C Antibody                                                          | BioLegend Cat #                 | 128012      |             |
| PE anti-mouse F4/80 Antibody                                                                   | BioLegend Cat #                 | 123110      |             |
| Pacific Blue™ anti-mouse I-A/I-E Antibody                                                      | BioLegend Cat #                 | 107620      |             |
| Hypoxyprobe-Red549 Kit (200 mg pimonidazole HCl plus 1 unit of 4.3.11.3 mouse Dylight™549-MAb) |                                 |             | Hypoxyprobe |
| Cat # HP7-200Kit                                                                               |                                 |             |             |
| PE/Cyanine7 anti-mouse CD11c Antibody                                                          | BioLegend Cat #                 | 117318      |             |
| APC anti-mouse CD24 Antibody                                                                   | BioLegend Cat #                 | 138505      |             |
| APC/Cyanine7 anti-mouse CD103 Antibody                                                         | BioLegend Cat #                 | 121431      |             |
| PerCP/Cyanine5.5 anti-mouse TCR β chain Antibody                                               | BioLegend Cat #                 | 109228      |             |
| PerCP/Cyanine5.5 anti-mouse/human CD45R/B220 Antibody                                          | BioLegend Cat #                 | 103236      |             |
| FITC anti-BrdU                                                                                 | BioLegend Cat #                 | 364104      |             |
| FITC anti-F2                                                                                   | In house Ref #                  | 34          |             |
| Alexa Fluor® 488 AffiniPure™ Goat Anti-Rabbit IgG (H+L)                                        | Jackson ImmunoResearch Cat #    | 111-545-003 |             |
| Alexa Fluor® 594 AffiniPure™ Goat Anti-Rabbit IgG (H+L)                                        | Jackson ImmunoResearch Cat #    | 111-585-003 |             |
| Goat anti-Rat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488                     | ThermoFisher Cat #              | A-11006     |             |
| Goat anti-Rat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 594                     | ThermoFisher Cat #              | A-11007     |             |
| Human COUP-TF II/NR2F2 Antibody                                                                | R&D Systems Cat #               | PP-H7147-00 |             |
| Pan-Keratin (C11) Mouse mAb (Alexa Fluor® 555 Conjugate)                                       | Cell Signaling Technology Cat # | 3478        |             |
| Pan-Keratin (C11) Mouse mAb (Alexa Fluor® 488 Conjugate)                                       | Cell Signaling Technology Cat # | 4523        |             |

### Validation

All flow cytometry antibodies were purchased from commercial sources or generated in house. Each antibody was titrated for optimal staining concentration before experiments; each dilution was compared to appropriate isotype controls for most antibodies and in some cases to fluorescence minus one controls.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

KP1, KP2, PyMT, PyMT-OVA, KP1-OVA, bEND3-Ctrl vector, bEND3-COUP-TFII

## Authentication

All tumor cells were gifts from David G. DeNardo. Cells were confirmed to be carcinoma cells free of contamination from fibroblasts or other stromal cells.  
bEND3 cells were purchased from ATCC. QPCR was performed to validate COUP-TFII overexpression in the bEND3-COUP-TFII cells.

## Mycoplasma contamination

Negative

Commonly misidentified lines  
(See [ICLAC](#) register)

Name any commonly misidentified cell lines used in the study and provide a rationale for their use.

## Palaeontology and Archaeology

## Specimen provenance

Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.

## Specimen deposition

Indicate where the specimens have been deposited to permit free access by other researchers.

## Dating methods

If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Ethics oversight

Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Species: *Mus musculus*.  
All mice were purchased from Jackson Laboratories, including C57BL6, Tg(Cdh5-cre/ERT2)1Rha, LSL-COUP-TFII (recovered from cryopreservation), B6.FVB-Tg(MMTV-PyVT)634Mul/LelJ. Mice were crossed and bred in the animal facilities at Palo Alto Veterans Institute for Research under standard conditions.

## Wild animals

C57BL6 mice were purchased from Jackson Laboratories

## Reporting on sex

Both male and female mice were included in all experiments for pancreatic tumor studies. Only female mice were used for breast tumor studies.

## Field-collected samples

N/A

## Ethics oversight

All animal studies were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee at Palo Alto Veterans Institute for Research.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Clinical trial registration

Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.

## Study protocol

Note where the full trial protocol can be accessed OR if not available, explain why.

## Data collection

Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

## Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

#### Files in database submission

Provide a list of all files available in the database submission.

#### Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

## Methodology

### Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

### Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

### Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

### Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

### Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

### Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Tumor tissues were manually chopped and transferred to digestion buffer. Digestion buffer was prepared by adding collagenase D (Worthington Biochem) (400U/mL for PyMT tumors or 500U/mL for KPC tumors), 20 µg/mL DNase I (Sigma), and 2% fetal bovine serum (FBS), into Hanks Balanced Salt Solution (HBSS) (Thermo Fisher). A maximum of 0.2mg were digested in 10mL of digestion buffer. Tumors were digested for 30 min at 37C with constant stirring, then quenched by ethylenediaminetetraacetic acid (EDTA), filtered through 40 µm Nylon mesh, pelleted by centrifugation (750g for 5 min at 4C), and suspended in phosphate buffered saline (PBS) for staining.

Cell suspensions were incubated in PBS with anti-mouse CD16/CD32 antibodies (at 1/200 dilution) (eBioscience) and Zombie NIR™ Fixable Viability dye (at 1/500 dilution) (BioLegend) for 10 minutes, pelleted by centrifugation, and then incubated with 100 µL of fluorophore-conjugated antibodies at pre-optimized dilutions for 20 minutes on ice, and washed with staining buffer (PBS with 1% FBS). For pimonidazole staining, mice were injected with pimonidazole (60mg/kg) intraperitoneally 30 minutes prior to euthanasia. Single cell suspension was incubated with fluorophore-conjugated antibodies, washed in staining buffer, and permeabilized with eBioscience™ FoxP3/Transcription Factor Staining Buffer Set (Thermo Fisher), and stained with fluorophore-conjugated antibodies for PIMO adducts.

Instrument

BD Fortessa

Software

FACSDiva, FlowJo (v10.8)

Cell population abundance

For sorting, purity was confirmed to be higher than 95%

Gating strategy

Cells were identified first by FSC-A vs. SSC-A plot to exclude noncellular events. Single cells were identified first by SSC-H vs. SSC-A and then by SSC-W vs. SSC-A. Dead cells were then excluded by Live/Dead-NIR zombie dye. ECs were gated based on CD31 and gp38. P-selectin, CD157, and ICAM1 were further used to characterize venules. For myeloid cell subsets, cells were first gated on CD45+CD11b+TCRb-CD19- and then identified using Ly6G, Ly6C, F4/80, and MHCII. T cells were identified as CD45+TCRb+ and subsets were then identified using CD4, CD8, CD25, and FoxP3. Dendritic cells were first gated on lineage-negative cells (F4/80, and then TCRb and B220 and Ly6C (excluding Ly6C-high), then gated on CD11c and MHCII, and then distinguished based on CD11b and CD103 or CD24.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Indicate task or resting state; event-related or block design.

Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.

Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

### Acquisition

Imaging type(s)

Specify: functional, structural, diffusion, perfusion.

Field strength

Specify in Tesla

Sequence & imaging parameters

Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.

Area of acquisition

State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.

Diffusion MRI

☐ Used

☐ Not used

## Preprocessing

|                            |                                                                                                                                                                                                                                         |
|----------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software     | Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).                                                                       |
| Normalization              | If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization. |
| Normalization template     | Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.                             |
| Noise and artifact removal | Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).                                                                 |
| Volume censoring           | Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.                                                                                                                           |

## Statistical modeling & inference

|                                                                           |                                                                                                                                                                                                                  |
|---------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Model type and settings                                                   | Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation). |
| Effect(s) tested                                                          | Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.                                                   |
| Specify type of analysis:                                                 | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both                                                                                                            |
| Statistic type for inference<br>(See <a href="#">Eklund et al. 2016</a> ) | Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.                                                                                                                  |
| Correction                                                                | Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).                                                                                     |

## Models & analysis

|                                               |                                                                                                                                                                                                                           |
|-----------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                           | Involvement in the study                                                                                                                                                                                                  |
| <input type="checkbox"/>                      | <input type="checkbox"/> Functional and/or effective connectivity                                                                                                                                                         |
| <input type="checkbox"/>                      | <input type="checkbox"/> Graph analysis                                                                                                                                                                                   |
| <input type="checkbox"/>                      | <input type="checkbox"/> Multivariate modeling or predictive analysis                                                                                                                                                     |
| Functional and/or effective connectivity      | Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).                                                                                         |
| Graph analysis                                | Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.). |
| Multivariate modeling and predictive analysis | Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

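BECs sorted from orthotopic PyMT and KPC tumors of wild-type mice were sequenced as 2 droplet-based libraries, 1 per tumor model. The authors aligned the reads to mm10, counted UMIs per gene and barcode with Cell Ranger (version 3.0.2 in the header of the deposited matrices) and deposited these counts as whole numbers, without normalization. The deposited counts cover 31055 features and hold every barcode that Cell Ranger assigned to a cell, including contaminating cells that the authors removed later. The number of mice per library is not stated in the paper's text, and the paper gives the chemistry as v3 in one place and v2 in another. The PyMT library is the deeper one, with a median of 1693 genes per BEC against 1421 in KPC.

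Everything that follows was computed from those counts. Barcodes were kept with at least 500 genes and under 10% mitochondrial UMIs, which removed 720 in PyMT and 645 in KPC. Scrublet, with an expected doublet rate of 0.08, set thresholds of 0.75 in PyMT and 0.733 in KPC and marked 0 cells. A caller that marks under 0.5% of cells has not worked, so doublets remain in the data, and leaving out the highest 8% of doublet scores was tried in its place. Counts were scaled to 10000 UMIs per cell and log-transformed, and 2000 variable genes, 30 principal components, 15 neighbors and Leiden clustering with seed 0 were used (Python 3.11.15, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0). Nr2f2 and the 12 genes of Supplementary Fig. 1E, F, 13 genes in all, were kept out of the clustering and of the marker lists. Contaminating clusters were left out and the remaining BECs were clustered again.

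Marker genes, tests, the main settings and the alternatives other than those named as later additions were fixed before the data were examined. The lists held 10 venule, 12 artery, 10 capillary and 10 angiogenic capillary genes (both counted as capillary-like), besides genes of cycling and interferon states and of contaminating cell types. The thresholds for naming a cluster were set afterwards, with Nr2f2 and Madcam1 values of the clusters in view, so the naming was not blind. A contaminating type needed a log2 fold of 1.5 over other cells, venule, artery and the states a log2 fold of 1.0, and a BEC cluster a pan-endothelial log2 fold above -1.0. At least 3 markers had to be detected in 10% of the cells, and leading genes were the 10 highest by fold among genes in 25% of the cells. An earlier version of the rule let a capillary-like cluster have no marker among its leading genes. The version used moved a PyMT cluster of 607 cells, at 41.1 CPM of Nr2f2, from capillary-like to unnamed and changed nothing in KPC.

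Levels per class are CPM of the summed UMIs of the class with exact Poisson intervals, ratios are log2 ratios of CPM with exact intervals from the sums of both classes, and shares have Clopper-Pearson intervals, all at 95% and for counting error only. A count of 0 is given with the level that 3 counts would make. For correlations, size factors came from quickCluster and computeSumFactors (R 4.3.3, scran 1.30.0, scuttle 1.12.0), and MAGIC imputation was written anew after its published description with the study's t = 2, k = 9 and ka = 3, so it can differ in detail from the study's software. Groups of about 50 neighboring cells were summed and taken as log2(CPM + 1). Named genes are Nr2f2, the 12 genes, the other endothelial genes the study names for flow cytometry and QPCR, and the 10 genes per side with the highest and lowest r in both libraries among genes detected in 5% of BECs. Positions are those of the GENCODE M21 annotation of GRCm38.

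The ratios, intervals and correlations were run on simulated counts. In these, venule-like cells differed from the other BECs in 200 genes by a log2 fold of 2.0. Counts were drawn as Poisson with the class of each cell known, so the coverage of the intervals was largely set in advance. It checks the computation, not the clustering or extra variation between cells. The simulated r used library-size normalization, not scran. For KPC (6773 genes) the median error of the log2 ratio was 0.079 and 95.9% of the intervals held the set ratio, and for PyMT (7047 genes) these were 0.106 and 95.8%. The sign of r was right for 96.0% of the changed genes in KPC and 84.0% in PyMT without imputation, and for 100.0% in both after it. Imputation also gave unchanged genes sizeable r: the 95th percentile of its size was 0.339 in KPC and 0.192 in PyMT, against 0.042 and 0.022 without imputation.

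Alternatives covered the filter on cells, doublets, the resolution, seed and genes of the clustering, the assignment of cells to classes, the normalization, thinning to 2000 UMIs and the settings of the imputation. The study's reference profiles of lymph node BECs were not used here, and the UMAP plots were not redrawn.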

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

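Of the tests in this part, the one on Glycam1 in cells with a Madcam1 UMI was chosen only after the result was seen, and the test on carried-over venule RNA was changed from the lowest to the highest of its 3 genes after both had been seen.

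Nr2f2 was higher in the lymphatic-like and pericyte-like cells left out of the BECs than in venule-like BECs (153 CPM in KPC and 135 CPM in PyMT). The paper reports Nr2f2 within BECs and not in these cells. In KPC it stood at 235 CPM in lymphatic-like cells (932 UMIs, exact 95% Poisson interval 220 to 250) and 197 CPM in pericyte-like cells (164 UMIs, 168 to 230). In PyMT it stood at 187 CPM in lymphatic-like cells (693 UMIs, 173 to 201) and 190 CPM in pericyte-like cells (43 UMIs, 138 to 256), whose interval overlaps that of venule-like BECs (118 to 153). Other cells left out were below venule-like BECs: in KPC fibroblast-like cells, which include 29 led by mesothelial or epithelial genes, were at 80.8 CPM, immune-like cells at 55.1 and epithelial- or tumor-like cells at 14.1, and in PyMT the cluster led by fibroblast and immune genes was at 45.2 and that led by Krt8 and Krt18 at 54.0. The tables argue against RNA or doublets of venule-like cells as the source, since these would carry Ackr1, Selp and Vwf along. In lymphatic-like cells Nr2f2 reached 154% of its venule-like CPM in KPC and 139% in PyMT, while the highest of the 3 genes reached 9.45% (Selp) and 11.6% (Vwf). In pericyte-like cells Nr2f2 reached 129% in KPC and 141% in PyMT, while the highest of the 3, Vwf, reached 16.6% and 23.0%. Selp is also one of the study's venule genes, and Ackr1 and Vwf are markers of the venule-like class. Doublets with other cells were not tested. A candidate explanation, as a hypothesis found on these data, is that lymphatic and perivascular cells express Nr2f2 themselves. A level averaged over a sort that kept such cells would then not be that of BECs.

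Madcam1, a gene the study names for flow cytometry, stood at 361.0 CPM in KPC venule-like BECs (1188 UMIs, 341 to 382) against 12.1 CPM in capillary-like BECs (10.2 to 14.4), while PyMT venule-like BECs were at 4.62 CPM (8 UMIs, 2.00 to 9.11). Madcam1 was not kept out of the clustering and leads the larger KPC venule-like cluster, so part of the difference between KPC classes follows from how that cluster formed. Free RNA in the KPC droplets would give all classes a like share of cells with a UMI. At 2000 UMIs per cell the share was 28.2% of 705 venule-like BECs (24.9 to 31.7; 238 left out) and 1.53% of 1825 capillary-like BECs (1.02 to 2.21; 1850 left out), or 30.5% and 1.66% without thinning. High endothelial venule cells of a lymph node taken along with the tumor would carry Glycam1, Chst4 and Fut7. The test set beforehand, whether these exceed 10 CPM, was mixed: Glycam1 stood at 11.8 CPM (39 UMIs in 21 cells), and Chst4 and Fut7 at 0 UMIs, which allows up to 0.912 CPM each. Of the 288 venule-like BECs with a Madcam1 UMI, 8 (2.78%) also had a Glycam1 UMI, which argues against such cells as the main source. A difference between pancreatic and mammary tumors stays open and untested, because model and library cannot be told apart with 1 library each. The paper describes MAdCAM1 as absent from control mice and induced by ectopic COUP-TFII. It uses MAdCAM1 staining in KPC tumors to mark reprogrammed cells. The KPC library comes from wild-type mice and held Madcam1 RNA. The paper's statement rests on protein in other tumors, so this RNA bears on it but does not settle it.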

How the results depend on the processing

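Chosen only after the results had been seen were leaving out the highest 8% of doublet scores, the earlier naming rule, all other BECs as the comparator, leaving angiogenic capillary clusters out of the comparator, leaving out venule-like cells, capillary-like cells alone, the groups given the number of UMIs, and the recomputed ratios of single genes. No paired analysis was possible because each tumor model has 1 library and the shared replicate number pairs nothing.

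The log2 ratio of Nr2f2 in venule-like over capillary-like BECs stayed above 0 in all 13 alternatives in KPC (1.70 to 3.10) and in all 12 that gave a value in PyMT (1.11 to 2.60). Over artery-like BECs it stayed above 0 in 11 alternatives per library, from 1.41 to 4.97 in KPC and from 0.18 to 3.74 in PyMT. The interval of the lowest PyMT value, from -0.63 to 1.12, includes 0. It comes from the stricter filter on cells, under which 47 BECs were artery-like, and that filter also gave 3.02 over artery-like BECs and a venule-like share of 8.61% in KPC. Leaving doublets in changed nothing, since none had been called. At resolution 0.5 no PyMT cluster was capillary-like, so that ratio has no value, and the PyMT venule-like share was 10.5%. At resolution 2.0 the KPC ratio over capillary-like BECs was 3.10 and the share 6.97%, and the PyMT ratio over artery-like BECs was 3.32. Clustering with Nr2f2 and the 12 genes gave KPC ratios of 2.50 and 4.97 and a share of 8.31%. Seed 1 gave KPC ratios of 2.54 over capillary-like and 4.96 over artery-like BECs and a share of 8.68%, and in PyMT 1.67, 3.74 and 9.66%. With the highest 8% of doublet scores left out, the KPC ratio over capillary-like BECs was 2.83 and the share 8.48%, and the PyMT share was 7.29%. Assigning each cell to the class with the highest marker score gave 1.70, 1.41 and 28.3% in KPC and 1.30, 0.92 and 25.8% in PyMT. Means of scran-normalized counts gave 2.54 over capillary-like BECs in KPC and 2.66 over artery-like BECs in PyMT. Against all other BECs the ratios were 1.94 in KPC and 2.03 in PyMT. With angiogenic capillary clusters left out of the comparator it was 1.11 in PyMT and stayed within its interval in KPC. Thinning to 2000 UMIs and the earlier naming rule left all these values within their intervals. The cause of these shifts was not tested. The venule-like shares depend on the clustering by more than their counting intervals, so they carry little weight.

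All 6 venule genes kept r above 0 in PyMT under every setting, and 5 or 6 did in KPC. Of the capillary and artery genes, 5 or 6 had r below 0 in each library under every setting. In KPC, r of Ephb4 turned to -0.152 over the groups of about 50 cells and -0.036 in capillary-like cells alone. That of Notch4 turned to 0.016 without imputation and venule-like cells and 0.003 in capillary-like cells alone. That of Eng turned to 0.0060 without imputation, 0.011 without imputation and venule-like cells, and 0.003 over the groups given the number of UMIs. In PyMT, r of Ly6c1 turned to -0.0080 with t = 4 and -0.018 without cycling clusters. That of Cxcl10 turned to 0.001 without imputation, 0.188 in capillary-like cells alone, 0.106 over the groups and 0.113 over the groups given the number of UMIs. Of the other recomputed r values of the 12 genes, Madcam1, Eng and Cxcl10, 143 moved by over 0.1 and 204 did not. The r of Podxl, Rbpj, Cdh5, Pecam1, Ccl2 and Ccl5 is not reported here and not counted. It changed sign with the setting for each of them except Podxl in KPC and Rbpj, Cdh5 and Pecam1 in PyMT. Of the 20 genes most correlated with Nr2f2 in both libraries, 7 were shared over the groups of about 50 cells, 12 when genes had to be detected in 20% of BECs, and 18 with library-size normalization. The second of these removes genes by construction; otherwise the cause was not tested.

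Ratios of single genes between venule-like and capillary-like BECs were counted as changing sign in 25 cases. Of the others, 183 moved beyond their intervals and 191 did not. The 25 leave out Ephb4 in PyMT, which also changed sign. Its main ratio of 0.40 has an interval that includes 0 (-0.013 to 0.79). Sign changes of other genes with such an interval may be missing too. With the stricter filter, PyMT values turned to 0.042 for Nrp1, 0.98 for Ly6c1, 2.39 for Ccl2 and 1.17 for Ccl5, and Ccl5 in KPC to -3.38. With seed 1, PyMT values turned to 0.13 for Nrp1, 0.54 for Ly6c1, 0.034 for Cdh5, 2.00 for Ccl2 and 4.31 for Ccl5, and Ccl5 in KPC to -3.19. At resolution 2.0, PyMT values turned to 0.014 for Cdh5, 1.56 for Ccl2 and 1.95 for Ccl5. Clustering with the 12 genes turned Ccl5 in KPC to -2.62. Without the highest 8% of doublet scores, PyMT values turned to 0.048 for Ly6c1, 1.04 for Ccl2 and 0.093 for Ccl5, and Ccl5 in KPC to -3.57. Assigning each cell to its highest marker score turned Ly6c1 to 0.26 and Ccl5 to 0.43 in PyMT, and Ccl2 to -0.35 and Ccl5 to -0.77 in KPC. Leaving angiogenic capillary clusters out of the comparator turned Madcam1 to -0.505 and Pecam1 to -0.099 in PyMT. It also took Ephb4 in PyMT below 0, the case left out of the 25. The cause was not tested, and no order between these classes is read for Ccl2, Ccl5, Cdh5, or for Ephb4, Nrp1, Ly6c1, Madcam1 and Pecam1 in PyMT.

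Depth is a limit for single cells. Sele was detected in 1.23% of PyMT BECs. In KPC artery-like BECs Nr2f2 rests on 11 UMIs and is read as no more than background.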

Differences from the paper's values

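None of the settings compared in this part was chosen after the values were seen. The paper prints an r with Nr2f2 for each of the 12 genes in PyMT BECs, and since neither side has an error, each of the 12 values counts as different. Read by eye, the paper's r is about 0.73 for Vcam1, about 0.83 for Icam1, about 0.83 for Selp, about 0.78 for Sele, about 0.45 for Ephb4 and about 0.82 for Bst1 in Supplementary Fig. 1E. The values found here were 0.471, 0.680, 0.712, 0.572, 0.203 and 0.613 in the same order, each nearer to 0. In Supplementary Fig. 1F the paper's r is about -0.46 for Notch4, about -0.51 for Hey1, about -0.52 for Nrp1, about -0.41 for Efnb2, about -0.64 for Icam2 and about -0.14 for Ly6c1. The values found here were -0.428, -0.432, -0.305, -0.352, -0.608 and 0.006.

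Of the alternatives set before the data were examined, imputation with t = 4 reached the paper's value for Selp (0.827), and sums over groups of about 50 cells reached it for Notch4 (-0.456). Reached here means equal at 2 decimals, a narrow bar for values read by eye. No such alternative met it for the other 10 genes, but some passed beyond the paper's values. With t = 4, r was farther from 0 than in the paper for Icam1 (0.841), Hey1 (-0.524), Efnb2 (-0.466), Icam2 (-0.774) and Notch4 (-0.659), as it was over the groups for Hey1 (-0.562) and under the stricter filter on cells for Notch4 (-0.473). The values of Bst1, Sele, Vcam1, Ephb4, Nrp1 and Ly6c1 stayed short of the paper's under all of these alternatives, the first 2 least so with t = 4 (0.811 and 0.733).

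The paper states that Nr2f2 expression is inversely related to all 6 genes that it names as marking capillaries or arteries. Here 5 of the 6 had r below 0, and Ly6c1 did not.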

Other observations

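Of the tests in this part, the shuffles on the graph made without the 12 genes, the separate account of genes within the range of the shuffles, the groups given the number of UMIs, leaving out venule-like cells and leaving angiogenic capillary clusters out of the comparator were chosen only after the result was seen, and the test for lymphatic-like or pericyte-like cells among venule-like BECs was changed to plain ratios of CPM after its values had been seen.

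The paper shows the correlations with Nr2f2 for PyMT only. In the 6909 BECs of KPC tumors, imputed in the same way, all 6 venule genes had r above 0: Selp 0.805, Bst1 0.799, Vcam1 0.613, Sele 0.580, Icam1 0.473 and Ephb4 0.081. All 6 capillary and artery genes had r below 0: Nrp1 -0.51, Ly6c1 -0.447, Efnb2 -0.404, Notch4 -0.360, Icam2 -0.330 and Hey1 -0.297. Without imputation the range was 0.030 to 0.265 for the venule genes and -0.155 to -0.024 for the others. Madcam1 had an r of 0.720 in KPC and 0.079 in PyMT. Eng had an r of 0.488 in PyMT and -0.0855 in KPC, and the KPC value changed sign under 3 settings.

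Averaging over neighbors can by itself create correlations. Nr2f2 was therefore shuffled between cells 100 times before imputation. In KPC 11 of the 12 genes, and in PyMT 11, had r farther from 0 than any shuffle, whose largest r was 0.234 and 0.179 in size, which argues against averaging alone for those genes. It stays open for 1 gene in each library, Ephb4 in KPC and Ly6c1 in PyMT, whose r lay within the range of the shuffles. On a graph made without Nr2f2 and the 12 genes, 11 genes in KPC and 10 in PyMT lay beyond the shuffles (largest r 0.249 and 0.239), with Ephb4 within them in both libraries and Ly6c1 in PyMT. A limit of these tests is that in simulated libraries, genes set unchanged reached an imputed r of 0.339 (KPC) and 0.192 (PyMT) at their 95th percentile. The r of Ephb4, Hey1, Icam2, Eng and Cxcl10 in KPC and of Ly6c1, Madcam1 and Cxcl10 in PyMT are nearer to 0 than that, and Ephb4 in PyMT (0.203) is barely beyond it. Over the groups of about 50 cells, given the number of UMIs per cell, 12 genes in KPC and 11 in PyMT, all but Ly6c1, were on the side the study gives, which argues against depth as the only cause for most of these genes. Some KPC values changed with this adjustment: Ephb4 went from -0.152 to 0.033, Ly6c1 from -0.387 to -0.155 and Nrp1 from -0.451 to -0.287, and for Ephb4 in KPC depth stays open. Among 200 genes detected in a like share of cells, 10 of the 11 genes that could be ranked lay in the outer 10% on their side in KPC and 10 in PyMT, or 9 in each without imputation. Sele, detected in under 5% of BECs, was not ranked. So the relation is not one that most detected genes share. With venule-like cells left out after imputation, the median r of the capillary and artery genes in PyMT was -0.350 against -0.390 over all BECs. The remaining cells keep values averaged with venule-like neighbors. This therefore cannot tell whether the imputed median rests on venule-like cells. Single genes differed: Nrp1 went from -0.305 to -0.169 and Ly6c1 from 0.0059 to 0.173. In KPC the same median went from -0.382 to -0.296, with Notch4 at -0.107 and Icam2 at -0.134, and that of the venule genes from 0.596 to 0.317, with Vcam1 at 0.144 and Icam1 at 0.085, so there more of the relation was lost with these cells. The PyMT venule genes went from 0.592 to 0.418. Without imputation the PyMT medians of the capillary and artery genes were -0.027 and -0.038, so the relation among the remaining single cells is weak.

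Lymphatic-like or pericyte-like cells misplaced among venule-like BECs could raise Nr2f2 there. To make up the whole difference from capillary-like BECs, lymphatic-like cells would need a share of 59.2% in KPC and 67.6% in PyMT. Of Mmrn1, Ccl21a, Lyve1 and Prox1, the highest reached 1.31% of its lymphatic-like CPM in KPC (Prox1) and 2.46% in PyMT (Ccl21a). Pericyte-like cells would need 72.8% and 66.2%, and of Rgs5, Higd1b and Notch3 the highest, Rgs5, reached 0.24% and 0.10%. These values argue against either cell type as the main source.

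Lymphatic-like cells made up 9.04% of the filtered cells in PyMT and 10.4% in KPC, although the study depleted podoplanin-positive cells before the sort. A PyMT cluster of 95 such cells was led by Stab2, Ackr4 and Glycam1. Lymph node tissue within the digested tumor is a candidate explanation. Of 8 genes listed for lymph node lymphatic cells, 4 (Marco, Ccl20, Cd274 and Madcam1) were at over 2 times the CPM of the other lymphatic-like cells, and Mrc1, Fcgr2b, Stab1 and Foxc2 were not. This leaves it open, since the list splits evenly and the cluster is small. Glycam1 in PyMT venule-like BECs amounted to 1290 UMIs in 30 cells, of which 84.4% came from 2 cells with 782 and 307 UMIs. These BECs also held 7 UMIs of Chst4 in 5 cells and 6 UMIs of Fut7 in 4 cells, and the cluster of 95 cells held 0 of either. High endothelial venule cells of a lymph node would carry these genes, but such cells can also form in tumors, so this does not settle it.

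Of the other endothelial genes that the study names, the log2 ratio of venule-like over capillary-like BECs was 2.53 for Cxcl10 in PyMT (95% interval 1.98 to 3.08) and 2.68 in KPC (2.33 to 3.04). Cxcl10 also leads the interferon clusters, which were kept apart from both classes. With each cell assigned to the class with the highest marker score, the ratio was 0.18 and 0.29, and r of Cxcl10 with Nr2f2 over all BECs was -0.015 in PyMT and 0.092 in KPC, so the size of the ratio depends on how cells were named. For Podxl it was 0.12 in PyMT (-0.14 to 0.36) and -0.93 in KPC (-1.10 to -0.76), for Rbpj 0.76 (0.27 to 1.22) and 0.11 (-0.27 to 0.48), for Eng 0.97 (0.88 to 1.06) and 0.027 (-0.031 to 0.084), and for Pecam1 0.29 (0.21 to 0.36) and -0.089 (-0.14 to -0.033). The PyMT ratio of Pecam1 changed sign with angiogenic capillary clusters left out of the comparator. Ccl2 and Ccl5 gave -1.66 (-2.68 to -0.79) and -2.50 (-5.58 to -0.60) in PyMT and 0.60 (0.031 to 1.15) and 0.94 (0.042 to 1.79) in KPC, but changed sign with the processing.

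Among 6522 genes detected in at least 5% of the BECs of both libraries, the 10 with the highest r with Nr2f2 in both, without imputation, were Ackr1, Selp, Lrg1, Bgn, Il6st, Spint2, Mustn1, Slco2a1, Timp2 and Icam1. The 10 with the lowest were Gpihbp1, Igfbp3, Sparcl1, Rgcc, Plk2, Hey1, BC028528, Efna1, Esm1 and Dll4. Ackr1, Lrg1, Il6st and Slco2a1, and Gpihbp1, Rgcc, Esm1 and Dll4, are markers that defined the classes. Bgn had an r of 0.236 in KPC and 0.130 in PyMT, Spint2 0.182 and 0.112, and Igfbp3 -0.197 and -0.118. Across these genes, which are not independent replicates, r in one library and in the other had a correlation of 0.296, and 3624 had the same sign in both.

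The counting reference includes the reporter TdTomato and the recombinase CreERT2. Each had 0 UMIs in both libraries, which allows up to 0.0675 CPM in KPC and 0.054 CPM in PyMT. Xist had 44801 UMIs in KPC and 66256 in PyMT, and the Y-linked genes Ddx3y and Eif2s3y had 0 UMIs in these libraries, which the methods describe as from female mice.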
